# Analysis of global gene expression using RNA-sequencing reveals novel mechanism of Yanghe Pingchuan decoction in the treatment of asthma

**DOI:** 10.1186/s12890-024-02952-8

**Published:** 2024-03-18

**Authors:** Lingyu Pan, Bangfu He, Chunxia Gong, Yehong Sun, Xianchun Duan, Yanquan Han, Jijun Chu, Yongzhong Wang

**Keywords:** Yanghe Pingchuan decoction, Asthma, RNA-sequencing, Ang-II/PLA/CaM signaling axis, Airway smooth muscle

## Abstract

**Background:**

Yanghe Pingchuan decoction (YPD) has been used for asthma treatment for many years in China. We sought to understand the mechanism of YPD, and find more potential targets for YPD-based treatment of asthma.

**Methods:**

An ovalbumin-induced asthma model in rats was created. Staining (hematoxylin and eosin, Masson) was used to evaluate the treatment effect of YPD. RNA-sequencing was carried out to analyze global gene expression, and differentially expressed genes (DEGs) were identified. Analysis of the functional enrichment of genes was done using the Gene Ontology database (GO). Analysis of signaling-pathway enrichment of genes was done using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. Real-time reverse transcription-quantitative polymerase chain reaction was undertaken to measure expression of DEGs.

**Results:**

Pathology showed that YPD had an improvement effect on rats with asthma. RNA-sequencing showed that YPD led to upregulated and downregulated expression of many genes. The YPD-based control of asthma pathogenesis may be related to calcium ion (Ca2+) binding, inorganic cation transmembrane transporter activity, microtubule motor activity, and control of canonical signaling (e.g., peroxisome proliferator-activated receptor, calcium, cyclic adenosine monophosphate). Enrichment analyses suggested that asthma pathogenesis may be related to Ca2 + binding and contraction of vascular smooth muscle. A validation experiment showed that YPD could reduce the Ca2 + concentration by inhibiting the Angiopoietin-II (Ang-II)/Phospholipase (PLA)/calmodulin (CaM0 signaling axis.

**Conclusion:**

Control of asthma pathogenesis by YPD may be related to inhibition of the Ang-II/PLA/CaM signaling axis, reduction of the Ca^2+^ concentration, and relaxation of airway smooth muscle (ASM).

## Introduction

Bronchial asthma is also referred to as ‘asthma’. Asthma is a chronic inflammatory disease of the airways caused by the participation of various inflammatory cells, inflammatory mediators, and neurotransmitters [1]. Asthma is a common respiratory disease with a high incidence. According to a report from the Global Initiative for Asthma Committee, among more than 300 million patients suffering from asthma worldwide, more than 30 million patients reside in China [2]. In China, the incidence of asthma in young children is high [3]. Asthma is one of the most common chronic diseases in the world, and its incidence is increasing worldwide, bringing a high economic burden to society [4].

The etiology of asthma is incompletely understood. Clinical studies have shown genetic factors and the environment to be the main risk factors for inducing asthma [5, 6]. The pathogenesis of asthma is relatively complex and not fully elucidated. Research on the pathogenesis of asthma has focused mainly on chronic inflammation of the airways, airway hyperresponsiveness [7], airway remodeling [8], and genetic mechanisms [9].

The main focus of treatment for asthma is symptomatic relief and control of further development of the disease [10]. The main drugs used for asthma treatment are glucocorticoids [11], leukotriene-receptor antagonists [12], and β_2_-receptor agonists [13]. However, long-term use of these agents may elicit adverse reactions [14]. For example, prolonged use of high-dose glucocorticoids increases the risk of bacterial infections [15], eye, pharyngeal, and other diseases in children, as can affect the growth and development of children.

Traditional Chinese medicine (TCM) has unique characteristics in the treatment of asthma. The therapy of asthma based on TCM concepts centers on relieving symptoms during an attack and treating its cause after remission. Yanghe Pingchuan decoction (YPD) is a TCM formulation and has been used to treat asthma. YPD is composed of *Ephedra sinica* Stapf (mahuang), *Rehmannia glutinosa* (Gaertn.) DC (shudihuang), *Inula japonica* Thunb (xuanfuhua), *Morinda officinalis* F.C.How (bajitian), *Schisandra chinensis* (Turcz.) Baill (wuweizi), *Sinapis alba* L (baijiezi), *Draba nemorosa* L (tinglizi), *Angelica sinensis* (Oliv.) Diels (danggui), *Platycodon grandiflorum* (Jacq.) A.DC (jiegeng). YPD have also been used in the clinical treatment of asthma for many years with clear curative effects [16]. Previously, we demonstrated that YPD has a therapeutic effect on rats with asthma, and that its mechanism of action may be related to inhibition of the phosphoinositide 3-kinase/protein kinase B signaling pathway [17]. However, the specific molecular mechanisms underlying the effects of YPD are incompletely understood.

Herein, we attempted to elucidate the potential molecular mechanisms underlying the effects of YPD on a rat model of asthma using RNA-sequencing.

## Materials and methods

### Chemical reagent

Ovalbumin (Lot: CLCB9757) was purchased from Sigma-Aldrich (St. Louis, MO, USA). Calcium ion test kits were purchased from Jiancheng Bioengineering Research Institute (Nanjing, China). The RNA extraction kit were provided by Sangong Bioengineering (Shanghai Co., Ltd. China). Reverse Transcription Kit(with dsDNase) were provided by Biosharp (Hefei, China).

### YPD preparation

All of herbs of YPD were obtained from Anqing Huashi Chinese Herbal Medicine Beverage (Anqing City, China). YPD preparation involved three main steps. First, each herb was immersed in water (10×) for 1 h, and decocted by boiling for 2 h. Second, after filtration, the residue was decocted with water (8×) for 1.5 h. Third, the two decoctions were combined and concentrated to 0.2 g/mL in a vacuum at 50 °C to obtain a YPD suspension.

### Animal experiments and sample collection

The protocol for all animal experiments was approved (AHUCM-rats-2,022,093) by the Animal Experiment Ethics Committee of Anhui University of Chinese Medicine (Anhui, China).

All experimental methods and drug regimens were based on our previous work [17]. Male Sprague–Dawley rats (200 ± 20 g) were obtained from the Experimental Animal Center of Anhui Medical University. Rats were divided randomly into three groups of 10: control, asthma, and YPD. On day 1, rats in the asthma group and YPD group were injected (i.p.) with 10% ovalbumin and 1 mL of physiologic (0.9%) saline. On day 15, rats were placed in a box for nebulization (1% ovalbumin plus 0.9% saline, 400 mmHg, 15 min), once every 2 days for 10 days to create an asthma model. From day 28 of modeling, the YPD group was given YPD (14.76 g/kg, i.g.) and the control group and asthma group were given an identical amount of 0.9% saline, once a day, for 14 consecutive days. After the experiment, each rat was fasted for 8 h, and anesthetized with sodium pentobarbital [18, 19]. Blood was collected from the abdominal aorta, and samples were taken for testing.

### Histopathology

After killing, right lungs were harvested, fixed, embedded in paraffin, and sectioned. Changes in the structure of airway walls and pathologic alterations in bronchi and smooth muscles were observed by staining (hematoxylin an eosin) and analyzed using Image J (US Institutes of Health, Bethesda, MD, USA).

### Staining

Tissues were fixed in 4% paraformaldehyde at 55℃ for 1 h. The extent of bronchial fibrosis was determined by staining with Masson’s trichrome (1%) for 5–10 min at 55℃. Then, we evaluated the extent of fibrosis in lungs and bronchial tissue with an optical microscope and undertook pathology grading.

### RNA extraction

Total RNA was extracted and purified by the mirVana™ miRNA Isolation Kit (catalog number: AM1561; Ambion, Austin, TX, USA) according to manufacturer instructions. RNA quality was evaluated by a spectrophotometer (Nanodrop™; Thermo Fisher Scientific, Waltham, MA, USA) and a bioanalyzer (2100 series; Agilent Technologies, Santa Clara, CA, USA).

### Library preparation for transcriptome sequencing (RNA-sequencing)

RNA libraries were prepared using the SureSelect Chain-specific RNA Library Preparation kit (Agilent Technologies). Thereafter, a fluorometer (Qubit 3.0; Thermo Fisher Scientific) and bioanalyzer (2100 series; Agilent Technologies) were used to quantify the purified libraries. Cluster generation was undertaken using cBot (Illumina, San Diego, CA, USA). Sequencing was achieved with NovaSeq™ 6000 (Illumina). These procedures were outsourced to Hefei Yuan En Biotechnology Co., LTD (Hefei, China).

### Differentially expressed genes (DEGs)

FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) [15] was used for the quality control of experimental samples to ensure that reads of low quality, high N content of unknown bases, or adapter contamination were filtered out. Hisat (http://daehwankimlab.github.io/hisat2/) [15] was employed to count the reads numbers mapped to genes. To make the expression of different genes and different samples comparable, based on the length of the gene itself and the amount of sequencing data, we converted the reads into fragments per kilobase of exon model per million mapped reads (FPKM). EdgeR (https://bioconductor.org/) was used to analyze DEGs between samples. After obtaining the p-value, correction of the multiple hypothesis test was undertaken. The threshold of the p-value was determined by controlling the false discovery rate (FDR), and the corrected p-value was the Q value. Simultaneously, we calculated the fold change (FC) based on the FPKM value. The conditions for DEG screening were Q ≤ 0.05 and FC ≥ 2.

### Enrichment analyses

To understand more deeply the functions of DEGs, R (R Institute for Statistical Computing, Vienna, Austria) was used to analyze the enrichment of function based on the Gene Ontology (GO) database (http://geneontology.org/) [15] and enrichment of signaling pathways using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (www.genome.jp/) [15]. We used clusterProfiler (https://bioconductor.org/) to analyze enrichment of function and signaling pathways. The top-30 enriched functions and signaling pathways were obtained. The Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) database (https://string-db.org/) [15] was employed to analyze protein–protein interaction (PPI) networks.

### Validation experiment

Real-time reverse transcription-quantitative polymerase chain reaction (RT-qPCR) was used to verify the reliability of RNA-sequencing results. Transcriptome analysis showed the genes to have upregulated expression were Ang-II, PLA and CaM, so they were selected for validation by real-time RT-qPCR. β-actin was an internal reference gene. 

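Agt is the gene of the angiotensinogen from which angiotensin II is cut. It had 6.55 ± 2.02 FPKM in the lung samples of the control group and 27.7 ± 8.18 FPKM in the asthma group (mean ± SD, n = 3 rats each). Calm2, one of the genes that encode the calcium sensor calmodulin, had 228 ± 51.0 and 303 ± 25.4 FPKM in control and asthma. Of 17 phospholipase A2 genes tested, 7 had a higher and 10 a lower fitted level in asthma. Plaat3 and Pla2g2d lay highest among them relative to the control group, with log2 fold changes of 0.84 (standard error 0.240) and 1.17 (standard error 0.420). Pla2g2a and Pla2g4c, the most abundant of the lower ones, lay at -1.71 (standard error 0.976) and -1.67 (standard error 0.767). Angpt2, angiopoietin 2, which the abbreviation Ang-II can equally stand for, had a log2 fold change of -0.62 (standard error 0.446). The log2 fold change of Agt was 1.99 (standard error 0.304, adjusted p = 0.439 over all genes from edgeR's quasi-likelihood test on the read counts with Benjamini-Hochberg adjustment), and that of Calm2 0.32 (standard error 0.185, adjusted p = 0.581 from the same test). In edgeR, 0 of the 22 angiotensin, calmodulin and phospholipase A2 genes passed an adjusted p of 0.05 with a fold change of at least 2, and 6 had an unadjusted p of at most 0.05, of which 4 are phospholipase A2 genes, all higher (Plaat3, Pla2g6, Pla2g2d and Pla2g15). In DESeq2, Agt passed, with an adjusted p of 2.45e-05. Every asthma library lay above every control library for Agt and Calm2, for which the two-sided exact permutation test gives p = 0.1, the smallest that 3 rats against 3 allow. Which genes the abbreviations Ang-II and PLA stand for is not resolved here. Genes of fat cells were higher in the asthma libraries too (median log2 fold change 2.04 over 31 tested genes). Whether the levels of Agt and the phospholipase A2 genes follow the tissue content of the samples was not tested. From the higher transcript levels of the 3 factors, the paper reasons that they were to be measured by RT-qPCR.

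**Figure D1:**
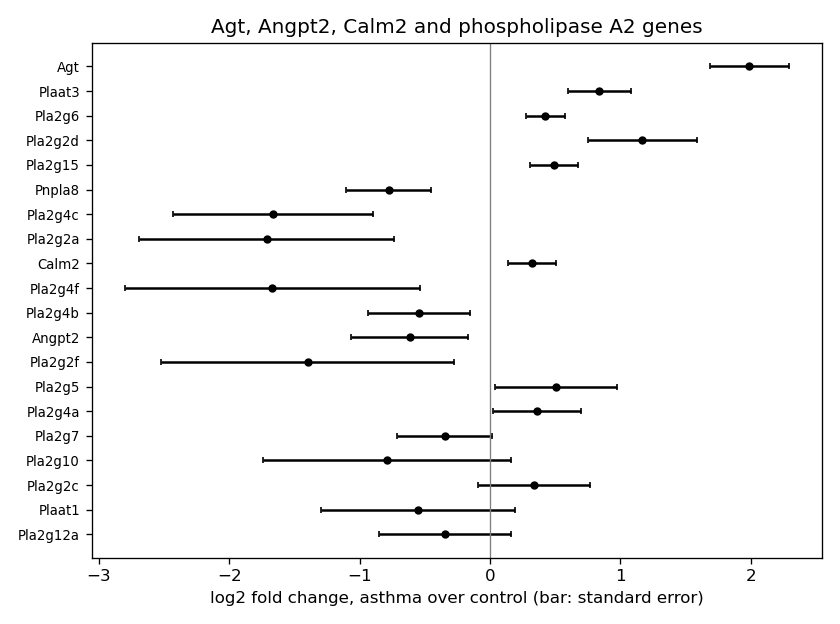
Fitted log2 fold change, asthma over control (x axis; 3 rats each), of Agt, Angpt2, Calm2 and the phospholipase A2 genes, ordered by p; bars are standard errors. Agt lies at 1.99, and the phospholipase A2 genes lie on both sides of 0.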

The 2^−ΔΔ^ CT method was used to calculate the relative expression of genes.

RT-qPCR was applied to measure mRNA expression of Ang-II, PLA and CaM. Samples of total RNA were taken from right-lung tissues, seeded in a six-well culture plate at 1 × 10^6^ cells/well, allowed to incubate for 24 h, and exposed to lysis buffer (Science Biotech, Beijing, China). Then, the absorbance at 260 and 280 nm of total RNA was determined by an ultraviolet spectrophotometer to determine the mRNA concentration. mRNA was reverse-transcribed into complementary-DNA with a cDNA reverse transcription kit according to manufacturer instructions. RT-qPCR was done on the LightCycler™ 480 II system (Roche Diagnostics, Basel, Germany/) using 2 × S6 Universal SYBR qPCR Mix (EnzyArtisan, Shanghai, China). The thermal cycling conditions were pre-denaturation at 95 °C for 30 s, denaturation at 95 °C for 10 s, annealing and extension at 60 °C for 30 s for 45 cycles, and extension at 72 °C for 5 min. The genes targeted for amplification were Ang-II, PLA and CaM, with β-actin as the internal reference gene. The 2^−ΔΔCt^ method was applied to normalize the relative expression of mRNA. The primer sequences were devised and synthesized by EnzyArtisan, and are shown in Table 1.

**Table 1:** Sequences of the primers used in this study

Gene	Amplicon Size (bp)	Forward (5’→3’)	Reverse (5’→3’)
β-actin	150	CCCATCTATGAGGGTTACGC	TTTAATGTCACGCACGATTTC
CaM	89	AAGTGTGGAGTTGTGAGCGT	GAGTACCGGACAGAACACCC
Ang-II	118	GTACAGAGTAGCCTGGGAATAGAT	TGCTTCTGTGTGTCCTTTAGC
PLA	94	GAATCTGGAGCCCATGCACAC	TCCTGACTCCACTTGACCAAA

### Ca^2+^ was determined by methyl thymol blue (MTB) microplate method

We weighed tissue accurately. Nine times the volume of deionized water was added to tissue. The tissue homogenate was centrifuged (2500 × g, 10 min, room temperature). Then, 10% of the supernatant of the homogenate was removed for measurement. After cell samples had been collected, deionized water (0.3–0.5 mL) was added to 1 × 10^6^ cells. After ultrasonic crushing, samples were mixed, centrifuged (2500 rpm, 10 min, room temperature), and the supernatant removed for measurement. A 96-well plate that had been treated with dilute hydrochloric acid and cleaned with deionized water was selected. Blank holes, standard holes, and measurement holes were assigned (Table 2) and solutions added in sequence.

**Table 2:** Hole types used for validation experiment

	Blank hole	Standard hole	Measuring hole
Deionized water	10 µL		
1mmol/L Calcium standard solution (1 mmol/L)		10 µL	
Tissue-homogenate supernatant			10 µL
Working fluid II	250 µL	250 µL	250 µL
After mixing well and leaving for 5 min, the absorbance of each hole was measured by colorimetry at 610 nm			

### Statistical analyses

Results were analyzed by SPSS 23.0 (IBM, Armonk, NY, USA). Data are the mean ± SD. One-way ANOVA was used to test for significant between-group differences. Differences were considered significant at p < 0.05 or p < 0.01. Differential analyses of GO and KEGG pathway enrichment were analyzed and results were considered statistically significant at p < 0.05. The conditions for DEG screening were p ≤ 0.05 and|log FC| ≥ 2.

## Results

### Therapeutic effect of YPD on rats suffering from asthma

In the control group, there was no infiltration of inflammatory cells to the bronchus, the bronchial wall was smooth, cells were arranged in a regular manner, and the thickness of the soft muscle layer was normal. Compared with the control group, there were many eosinophils, monocytes, and lymphocytes around the bronchial wall in the asthma group. Proliferation of airway epithelial cells, thickening of the smooth-muscle layer, as well as thickening and prolongation of the bronchial mucosa were also documented (Fig. 1a). After YPD treatment, the infiltration of inflammatory cells (eosinophils and lymphocytes) in rats with asthma was reduced significantly, and the thickness of the bronchial wall and smooth-muscle layer was close to that of the control group.

Staining (Masson’s trichrome) showed the structure of lung tissue in the control group to be normal with few collagen fibers (blue) or muscle fibers (red) [20] (Fig. 1b). Compared with the control group, the bronchial wall and alveolar wall were obviously thickened and consolidated in the model group, with a significant increase in the areas stained blue and red. After YPD treatment, the number of collagen fibers and muscle fibers was reduced significantly.

**Fig. 1:**
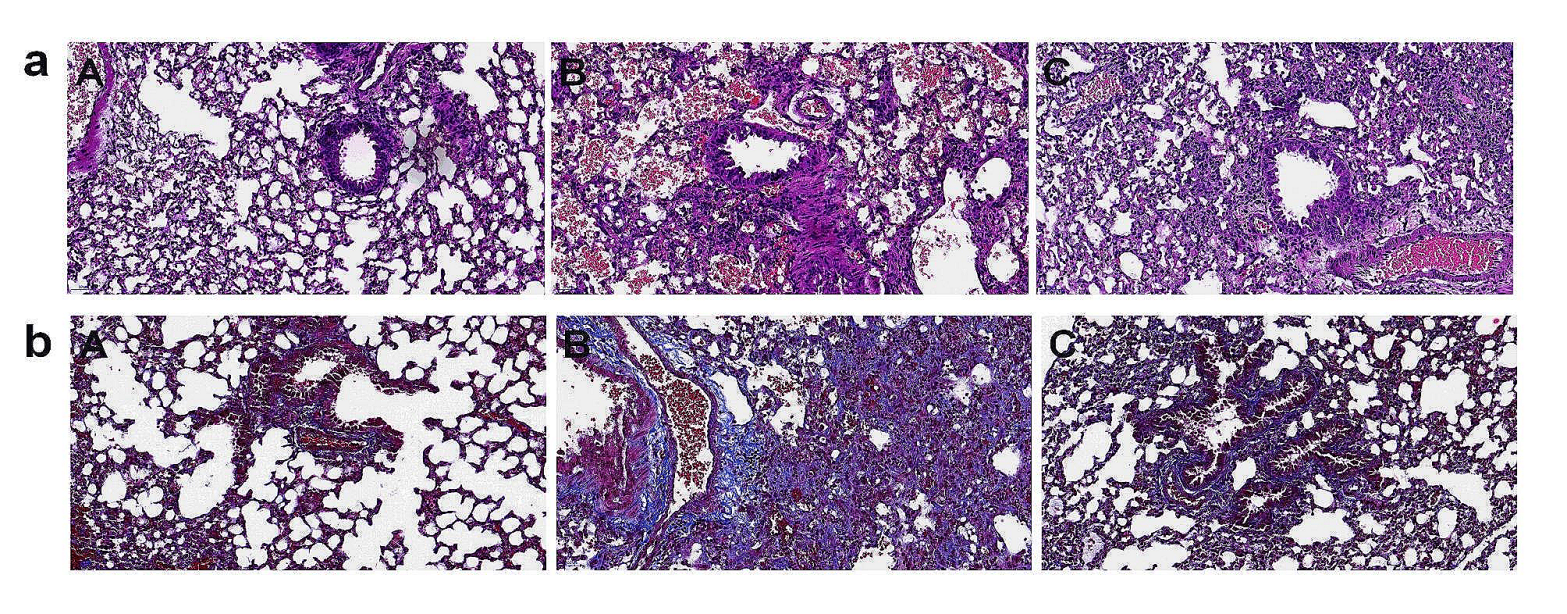
The effect of YPG on bronchial asthma in rats. Sections were stained with H&E (**a**). Sections were stained with Masson’s trichrome (**b**). Magnification, ×400; scale bars, 50 μm. Control group (A), Model group (B), YPD group (C)

### Identification of DEGs

RNA-sequencing was used to understand multifaceted mechanisms in rats with asthma [26]. We measured mRNA expression of each sample in control and asthma groups. 

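RNA of lung samples from 3 rats of the control group and 3 rats of the asthma group was sequenced. Each rat gave 1 library, numbered 1 to 3 within each group. The paper's text does not say which part of the lung or airway was taken for sequencing. The asthma group had received 10% ovalbumin on day 1 and a mist of 1% ovalbumin for 15 min every 2 days over 10 days from day 15, and both groups received saline for 14 days from day 28. The read counts per gene and the FPKM are the authors' values. Reads had been filtered and mapped before counting. The libraries held 14053510 to 20084462 counts in the control group and 14272193 to 16071983 in the asthma group. Genes that passed edgeR's filter on low counts (15144 of 23096) were tested on the counts after TMM normalization by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Levels are given as the authors' FPKM (mean ± SD, n = 3 per group) and log2 fold changes are asthma over control. Gene lists written before the data were examined, 39 in all, were compared with all other genes by limma's camera with a preset correlation of 0.01, and again with the correlation estimated from the libraries. The control libraries differed in genes of other tissues. Tg, which encodes the precursor protein of thyroid hormone, took 11.9% of all counts of control replicate 1. Genes above 10 FPKM in 1 library and at least 10 times as high there as in every other library numbered 30 in control replicate 1, 186 in control replicate 2 and 1 to 3 in each of the other libraries. Among the highest in control replicate 1 were Tg at 13622 FPKM, the parathyroid hormone gene Pth at 1995, Chga at 504 and the calcitonin gene Calca at 423. In control replicate 2 the highest were the skeletal actin gene Acta1 at 13353 FPKM, Myh8 at 3614, H19 at 3283, Tnnc2 at 3222 and the muscle creatine kinase gene Ckm at 2918.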

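The control libraries lay farther from each other than the asthma libraries did. Over the 500 genes of highest variance (log2 of normalized counts), the mean distance was 89.8 between control libraries, 40.2 between asthma libraries and 76.4 between the groups. Control replicate 2, the library rich in skeletal muscle transcripts, lay at 84.0 on the first component (66.1% of the variance), control replicate 3 at 14.9, control replicate 1 at -28.6 and the asthma libraries from -27.5 to -20.0. On the second component (15.4%), control replicate 1, the library rich in Tg, lay at -40.2, the other control libraries at -1.74 and 0.372, and the asthma libraries from 6.91 to 17.5. The ratio of the between-group to the within-group mean distance was 1.18, and the highest of the other 9 splits of the 6 libraries gave 1.10 (exact permutation test, one-sided p = 0.1, the smallest that 3 rats against 3 allow). The ratio was 0.958 without asthma replicate 1, 0.978 without asthma replicate 2 and 1.66 without control replicate 1. The within-group mean pools all pairs, so leaving out an asthma library gives the wider control pairs more weight. A ratio under 1 there does not by itself show a loss of separation.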

The results of principal component analysis showed considerable separation between these two groups, indicating that the transcriptome sequencing was of high quality and could be analyzed further (Fig. 2A). A total of 812 DEGs were identified in the model group compared with the control group (Fig. 2B) (635 genes with upregulated expression and 177 genes with downregulated expression).

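Cidec, which encodes a lipid droplet protein of fat cells (ENSRNOG00000009153), rose from 5.11 ± 0.851 FPKM in the control group to 29.6 ± 2.48 FPKM in the asthma group. Next to it by p among genes higher in every asthma library than in every control library were Plin1, which coats lipid droplets (14.3 ± 3.94 and 130 ± 35.9 FPKM), the adiponectin gene Adipoq (33.0 ± 7.19 and 161 ± 20.5), the resistin gene Retn (6.44 ± 1.81 and 21.8 ± 1.77), the glycerol channel gene Aqp7 and Trarg1, all of the adipocyte list, and Smoc1, Slc7a15, Cdo1 and RGD1563354. Their log2 fold changes ran from 1.38 to 3.51. Among genes lower in every asthma library, the smallest p-values belong to Tent5b, Lmod2, Bex1, Prom2, Slc16a3, Cited4, Slc9a4, Ppargc1a, Zfp462 and Egf, with log2 fold changes from -8.13 to -1.08. Lmod2, an actin nucleator of striated muscle, had 19.7 ± 23.2 FPKM in control and 0.0804 ± 0.0729 in asthma. The log2 fold change of Cidec was 2.44 (standard error 0.147, adjusted p = 0.0330 from edgeR with Benjamini-Hochberg adjustment). In edgeR it was the only gene past an adjusted p of 0.05 with a fold change of at least 2 (1 higher, 0 lower). In the same test, 541 genes were higher and 313 lower at an unadjusted p of at most 0.05 with a fold change of at least 2. DESeq2 gave 101 higher and 127 lower at the adjusted threshold, and limma on log2(FPKM + 1) gave 0 and 0. The other 9 named genes that were higher had an adjusted p of 0.289, and the 10 that were lower had 0.489 to 0.493, from the same edgeR test. Of the 541 genes, 493 (91.1%) had every asthma library above every control library. Of the 313 genes, 140 (44.7%) had every asthma library below. Both sets were chosen by p and fold change on these same libraries, so these shares are not independent evidence of separation. The highest control library was control replicate 2 in 219 of the 313 genes (70.0%), control replicate 1 in 77 and control replicate 3 in 17. For the 541 genes, the lowest control library was control replicate 2 in 268 (49.5%), control replicate 1 in 233 (43.1%) and control replicate 3 in 40 (7.4%). Cidec lost its call when any 1 library was left out (adjusted p = 0.0631 to 0.576 in edgeR). Without control replicates 1 and 2, a choice made after seeing the data that leaves control replicate 3 as the only control, 2 genes (Cidec and ENSRNOG00000064670, the latter singled out after its values were seen) were higher and 43 lower at the adjusted threshold, and 219 and 320 at the unadjusted one.

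**Figure D2:**
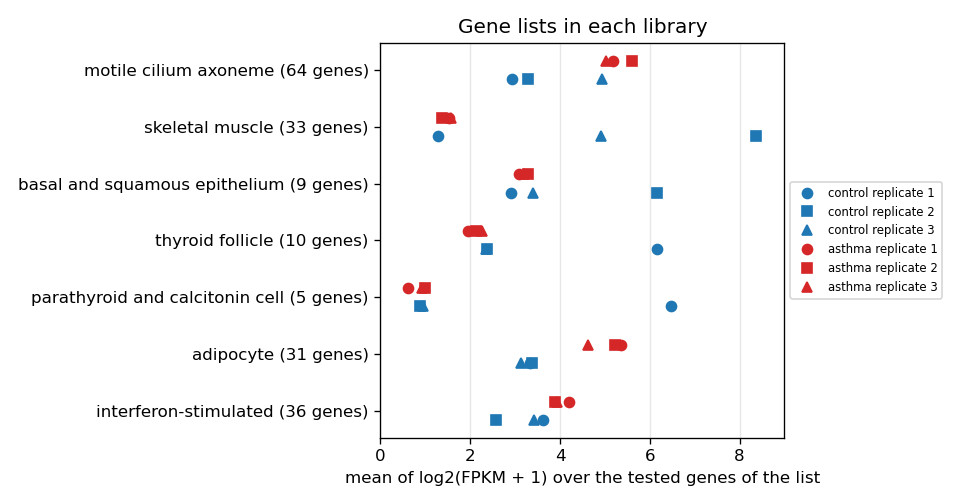
Mean of log2(FPKM + 1) over the tested genes of 7 gene lists (x axis) in each library; blue marks are the 3 control libraries and red marks the 3 asthma libraries. The skeletal muscle list lies at 8.36 in control replicate 2, 4.91 in control replicate 3 and 1.28 in control replicate 1, and the adipocyte list lies higher in all 3 asthma libraries than in all 3 control libraries.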

**Fig. 2:**
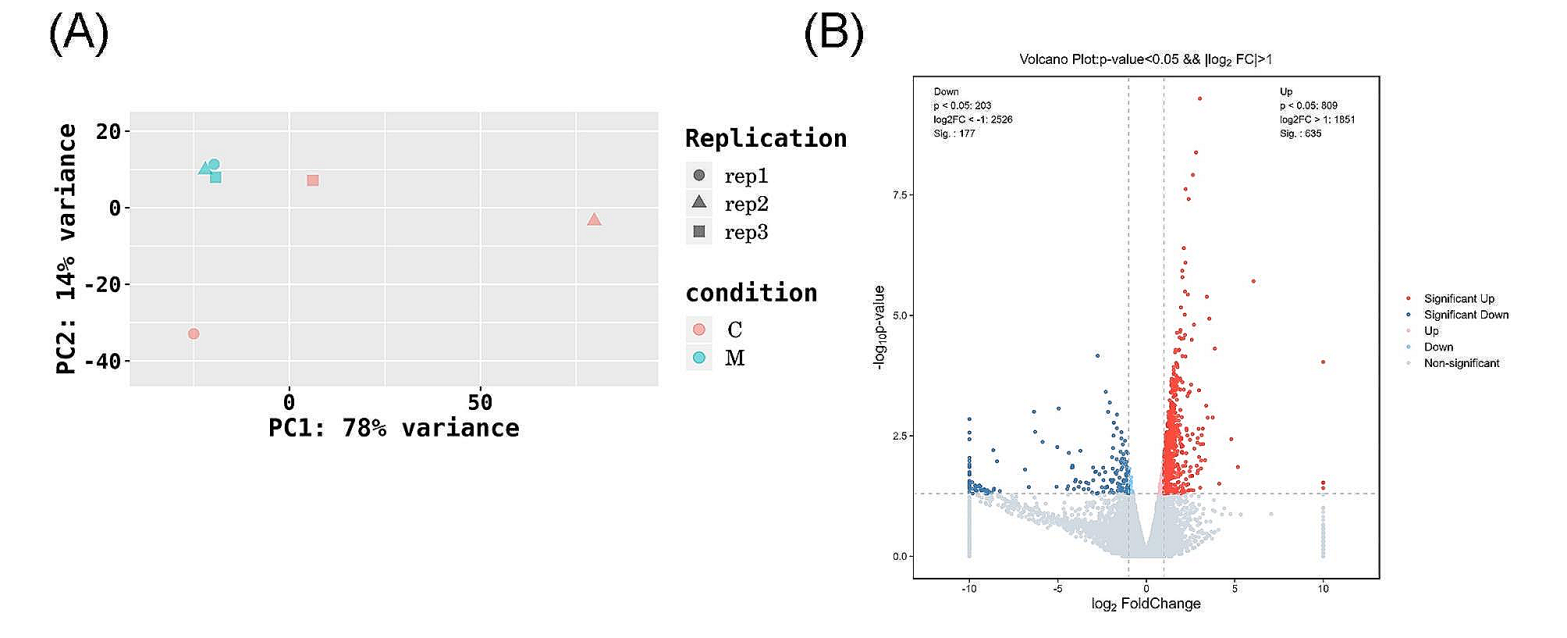
(**A**) PCA of gene expression between samples. (**B**) Volcano plot of DEGs in control and model groups. C: Control group, M: Model group

### Analysis of DEGs with altered function after asthma onset

Classification of gene function can describe the properties of genes and products comprehensively, and such classification is updated constantly. Classification is based mainly on biological process (BP), cellular component (CC), and molecular function (MF). Comparison of data from analyses of functional enrichment with the genomic background aids understanding of which biological functions are associated significantly with DEGs. DEGs had to meet the criteria of corrected p-value (Q-value) ≤ 0.05. The biological functions of DEGs that met these criteria were determined.

We performed functional-enrichment analysis on DEGs with upregulated expression and downregulated expression in the asthma group: 635 genes had upregulated expression and 6230 GO terms were identified (4849 for BP, 528 for CC, and 853 for MF). 

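Among the genes higher in asthma, terms of the cilium came first, and among the genes lower in asthma, terms of muscle. Of 253 tested genes annotated to the cilium, 54 were higher at an unadjusted p of at most 0.05 with a fold change of at least 2, where 8.08 are expected by chance (adjusted p = 5.33e-26 from Fisher's exact test with Benjamini-Hochberg adjustment over 3666 terms). Muscle contraction held 22 of 41 tested genes among those lower (0.861 expected, adjusted p = 1.79e-23 from the same exact test). Without control replicates 1 and 2, a fit chosen after the data were seen, the cilium held 0 higher genes and muscle contraction 25 lower genes. In all, 48 GO terms passed an adjusted p of 0.05 for the 459 higher genes with a term and 57 for the 302 lower genes with a term. Genes past edgeR's adjusted threshold (1 higher, 0 lower) gave 0 terms in this Fisher's exact test. Terms are those given directly to each gene in the authors' table, without their parent terms, so broad terms hold fewer genes than in a full GO tree.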

The top-five GO terms with the smallest p-value (i.e., the most significant enrichment) were selected for each GO classification.

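Genes of the moving part of the cilium lay higher in the asthma group. Of 64 tested genes of the motile cilium axoneme, 63 had a positive log2 fold change, with a median of 1.38. The radial spoke gene Rsph1 had 49.1 ± 42.9 FPKM in control and 149 ± 43.7 in asthma, Cfap126 72.7 ± 63.6 and 195 ± 56.3, Spa17 71.4 ± 54.8 and 177 ± 64.9, and Tppp3 337 ± 188 and 705 ± 211. The median difference of the list from the asthma mean (log2) was -2.63 in control replicate 1, -1.94 in control replicate 2 and -0.44 in control replicate 3. The list was higher by limma's camera (adjusted p = 1.90e-31, Benjamini-Hochberg; adjusted p = 0.636 with an estimated correlation). By gene, 0 passed in edgeR over all genes and 0 adjusted over the list alone, and 30 had an unadjusted p of at most 0.05. In 44 genes every asthma library lay above every control library, where chance gives 5% for a gene taken alone. The genes of the list move together (estimated correlation 0.92), so they are not 44 independent results. Rsph1 had a log2 fold change of 1.56 (standard error 0.566, adjusted p = 0.493 from edgeR). With control replicate 3 as the only control the median was 0.41, which rests on 1 control rat.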

The top-five enriched functions for BP were ‘cilium organization’ (GO: 0044782), ‘cilium assembly’ (GO: 0060271), ‘cilium movement’ (GO: 0003341), ‘axoneme assembly’ (GO: 0035082), and ‘microtubule-based movement’ (GO: 0007018) (Fig. 3). 

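Genes that carry cargo along the cilium moved the same way as a group. All 26 tested genes of intraflagellar transport had a positive log2 fold change (median 0.99). Ift43, a subunit of the transport complex, had 31.9 ± 17.5 FPKM in control and 82.6 ± 23.6 in asthma. The list was higher by limma's camera (adjusted p = 1.33e-16, Benjamini-Hochberg; adjusted p = 0.636 with an estimated correlation), and in edgeR 0 genes passed over all genes, 0 adjusted over the list alone and 19 at an unadjusted p of at most 0.05. Among genes higher at the unadjusted threshold, cilium assembly held 37 of 195 tested genes (adjusted p = 1.96e-15), cilium movement 15 of 41 (5.26e-10), axoneme assembly 12 of 24 (8.51e-10) and cilium organization 6 of 22 (0.00567), each from Fisher's exact test with Benjamini-Hochberg adjustment. Microtubule-based movement held 9 of 80, which did not pass (adjusted p = 0.0712 from the same exact test). Without control replicates 1 and 2, which leaves 1 control library, the median log2 fold change of intraflagellar transport was 0.28, against 0.99 with every control library.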

The top-five enriched functions for CC were ‘cilium’ (GO: 0005929), ‘axoneme’ (GO: 0005930), ‘ciliary plasm‘ (GO: 0097014), ‘motile cilium’ (GO: 0031514), and ‘plasma membrane bounded cell projection cytoplasm’ (GO: 0032838). The top-five enriched functions for MF were ‘microtubule motor activity’ (GO: 0003777), ‘dynein intermediate chain binding’ (GO: 0045505), ‘ATP-dependent microtubule motor activity, minus-end-directed’ (GO: 0008569), ‘tubulin binding’ (GO: 0015631), and ‘dynein heavy chain binding’ (GO: 0045504).

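Genes of the axoneme, the microtubule core of the cilium, made up 26 of its 111 tested members among the genes higher at an unadjusted p of at most 0.05 with a fold change of at least 2 (3.54 expected). The motile cilium term held 22 of 92 (2.94 expected), and dynein heavy chain binding, a function of the arms that drive the cilium, held 5 of 11, Dync2li1, Dnai1, Dnai3, Dync2i2 and Dnali1 (0.351 expected). All of these passed Fisher's exact test with Benjamini-Hochberg adjustment, with adjusted p = 7.36e-13, 6.42e-11 and 0.00180. Without control replicates 1 and 2, a fit chosen after the data were seen, each of the 3 terms held 0 of the higher genes (adjusted p = 1, exact test). Microtubule motor activity, its minus-end-directed form and tubulin binding did not pass, each with adjusted p = 1 from the same exact test, and neither did dynein intermediate chain binding (adjusted p = 0.508, exact test). The transcription factors of ciliated cells, 10 tested genes, had a median log2 fold change of 0.95 (adjusted p = 7.33e-06 by limma's camera with Benjamini-Hochberg adjustment; adjusted p = 0.636 with an estimated correlation). In edgeR 0 of them passed over all genes and 0 adjusted over the list alone, and 5 (Deup1, Rfx3, Ccno, Myb and Rfx2) had an unadjusted p of at most 0.05. The median difference of this list from the asthma mean (log2) was -0.31 in control replicate 3, against -1.33 in each of control replicates 1 and 2.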

**Fig. 3:**
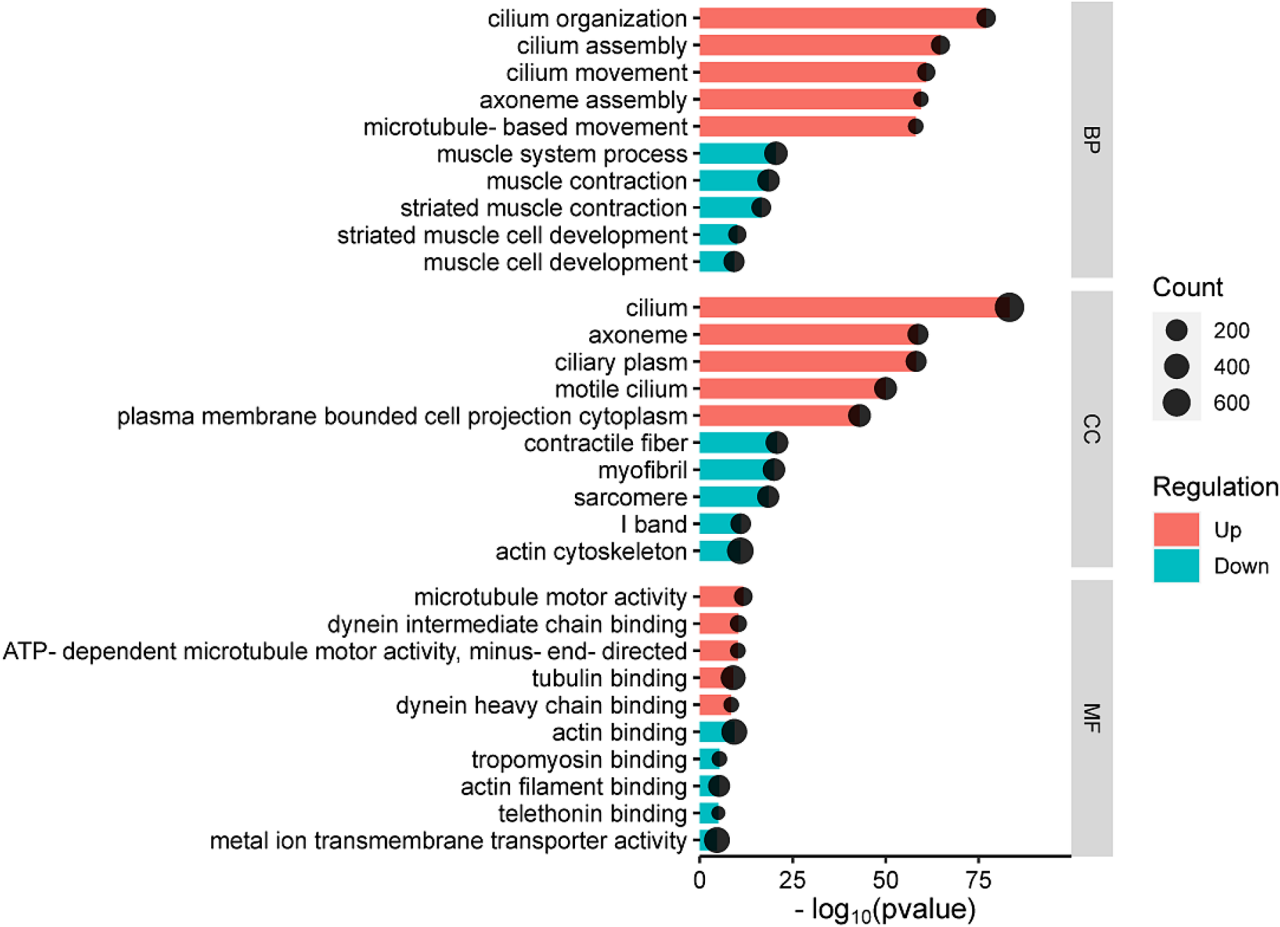
Analysis of signaling-pathway enrichment of DEGs between the control group compared with the model group

The 177 genes with downregulated expression were enriched with 3788 GO terms (2919 for BP, 346 for CC, and 523 for MF). 

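Skeletal muscle genes were abundant in control replicates 2 and 3 and low in the other 4 libraries. Acta1, the actin of skeletal muscle fibers, had 735 FPKM in control replicate 3 and 3.67 in control replicate 1, against 4.97 to 11.2 in the asthma libraries. Ckm had 135 FPKM in control replicate 3, 0.828 in control replicate 1 and 1.69 ± 0.278 in asthma. Of 33 tested genes of the skeletal muscle list, 32 had a negative log2 fold change (median -7.34). In 5 (Tnnt1, Actn3, Tnni2, Myoz1 and Mybpc2) every asthma library lay below every control library, where chance gives 5% for a gene taken alone. The genes of the list move together (estimated correlation 0.85). The median difference of the list from the asthma mean (log2) was 9.01 in control replicate 2, 4.35 in control replicate 3 and -0.35 in control replicate 1. The list was lower in asthma by limma's camera (adjusted p = 5.20e-15, Benjamini-Hochberg; adjusted p = 0.636 with an estimated correlation). In edgeR, 0 of its genes passed over all genes, 30 fell when adjusted over the list alone and 30 had an unadjusted p of at most 0.05. Of the smooth muscle list, 22 of 24 genes had a negative log2 fold change (median -0.92, adjusted p = 0.000180 by limma's camera, 0.683 with an estimated correlation). Without control replicate 2 its median was -0.21 and the call was lost (adjusted p = 0.261 by limma's camera). The cardiac muscle list, with a median log2 fold change of -0.77, did not pass (adjusted p = 0.128 by limma's camera).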

The top-five enriched functions for BP were ‘muscle system process’ (GO: 0003012), ‘muscle contraction’ (GO: 0006936), ‘striated muscle contraction’ (GO: 0006941), ‘striated muscle cell development’ (GO: 0055002), and ‘muscle cell development’ (GO: 0055001). The top-five enriched functions for CC were ‘contractile fiber’ (GO: 0043292), ‘myofibril’ (GO: 0030016), ‘sarcomere’ (GO: 0030017), ‘I band’ (GO: 0031674), and ‘actin cytoskeleton’ (GO: 0015629). 

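Genes of the contractile apparatus filled the terms enriched among genes lower at an unadjusted p of at most 0.05 with a fold change of at least 2. The I band, the thin-filament zone of the sarcomere, held 11 of 22 tested genes, the sarcomere 12 of 41, the myofibril 12 of 33 and the contractile fiber 6 of 17 (adjusted p = 1.03e-10, 1.11e-08, 7.43e-10 and 0.000122 from Fisher's exact test with Benjamini-Hochberg adjustment). Actin binding held 26 of 276, actin filament binding 23 of 183 and tropomyosin binding 6 of 14 (adjusted p = 5.28e-08, 2.49e-09 and 3.82e-05 from the same exact test). Actin cytoskeleton, with 9 of 196 genes, and transmembrane transport of metal ions did not pass (adjusted p = 0.612 and 1 from the same exact test). Striated muscle contraction, with Pgam2, Cacna1s, Myh4 and Myh2 of 10 genes, and muscle cell development, with 6 of 27, both passed (exact test, adjusted p = 0.00380 and 0.00191). With control replicate 3 as the only control, muscle contraction held 25 genes.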

The top-five enriched functions for MF were ’actin binding’ (GO: 0003779), ‘tropomyosin binding’ (GO: 0005523), ‘actin filament binding’ (GO: 0051015), ‘telethonin binding’ (GO: 0031433), and ‘metal ion transmembrane transporter activity’ (GO: 0046873).

### Analysis of signaling pathways of DEGS altered after asthma onset

Analysis of signaling-pathway enrichment was done using the KEGG database. We discovered that 635 upregulated genes were enriched in 226 signaling pathways. 

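Fat cell genes lay higher in asthma than in each of the 3 control libraries. Pparg, the nuclear receptor that drives adipocyte differentiation, had 3.56 ± 1.47 FPKM in control and 13.1 ± 1.13 in asthma. Fabp4, a fatty acid carrier of adipocytes, had 69.8 ± 24.8 and 345 ± 107 FPKM, the lipase gene Pnpla2 48.9 ± 7.24 and 190 ± 89.3, and the adipsin gene Cfd 63.3 ± 36.4 and 136 ± 11.9. Ucp1, the uncoupling protein of brown fat, was at 75.5, 172 and 7.52 FPKM in asthma replicates 1, 2 and 3 and under 1 FPKM in all control libraries. Of 31 tested adipocyte genes, 26 had every asthma library above every control library, where chance gives 5% for a gene taken alone. The genes of this list are not independent of each other (estimated correlation 0.25). The adipocyte list was higher (median log2 fold change 2.04, adjusted p = 4.03e-37 by limma's camera with Benjamini-Hochberg adjustment; adjusted p = 0.274 with an estimated correlation). In edgeR 1 gene, Cidec, rose over all genes and 23 rose when adjusted over the list alone. Of 55 tested genes of PPAR signaling, a list that shares genes with the adipocyte list, 34 had a positive log2 fold change (median 0.17, adjusted p = 0.000250 by limma's camera, 0.636 with an estimated correlation; 0.159 without control replicate 3). By gene in edgeR, 0 of them passed over all genes, 9 rose and 1 (Acsl4) fell when adjusted over the list alone, and 13 were higher at an unadjusted p of at most 0.05. The brown adipocyte list did not pass (median log2 fold change 0.08, adjusted p = 0.402 by limma's camera), although Ucp1 and Cidea rose and Ppargc1a fell when adjusted over the list alone. The authors' table names at most 1 KEGG pathway per gene. It leaves Pparg, Fabp4, Adipoq and Plin1 out of PPAR signaling, so it cannot test the paper's result for this pathway. Of the 12 tested genes it places in PPAR signaling, 0 were higher and 2 (Fabp3 and Me3) lower at an unadjusted p of at most 0.05 with a fold change of at least 2 in edgeR, 0 passed after adjustment, and in Fisher's exact test with Benjamini-Hochberg adjustment 0 pathways passed (smallest adjusted p = 0.0647 for p53 signaling, with Rprm, Gtse1, Adgrb1 and Aifm2 of 14 genes).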

The 10 most significantly enriched signaling pathways were ‘PPAR signaling pathway’ (FDR: 0.002001573), ‘regulation of lipolysis in adipocytes’ (FDR: 0.069244813), ‘AMPK signaling pathway’ (FDR: 0.069244813), ‘histidine metabolism’ (FDR: 0.069244813), ‘insulin signaling pathway’ (FDR: 0.069244813), ‘neuroactive ligand–receptor interaction’ (FDR: 0.074370072), ‘aldosterone synthesis and secretion’ (FDR: 0.120696471), ‘hepatitis C’ (FDR: 0.120696471), ‘tyrosine metabolism’ (FDR: 0.139915558), and ‘Huntington disease’ (FDR: 0.139915558). The smaller the FDR value, the more significant was the enrichment. We selected the top-20 signaling pathways with the smallest FDR value (Fig. 4A). The 177 genes with downregulated expression were enriched in 151 signaling pathway. The 10 most significantly enriched signaling pathways were ‘arrhythmogenic right ventricular cardiomyopathy’ (FDR: 0.057189133), ‘hypertrophic cardiomyopathy’ (FDR: 0.063430675), ‘cardiac muscle contraction’ (FDR: 0.21866133), ‘GABAergic synapse’ (FDR: 0.21866133), ‘dilated cardiomyopathy’ (FDR: 0.21866133), ‘serotonergic synapse’ (FDR: 0.334112021), ‘GnRH secretion’ (FDR: 0.334112021), ‘renin secretion’ (FDR: 0.395775367), ‘oxytocin signaling pathway’ (FDR: 0.525036286), and ‘adrenergic signaling in cardiomyocytes’ (FDR: 0.525036286). 

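Genes that the KEGG annotation places in heart muscle diseases include sarcomere and membrane genes that skeletal muscle shares. Among genes lower at an unadjusted p of at most 0.05 with a fold change of at least 2, arrhythmogenic right ventricular cardiomyopathy held Actn2, Actn3 and Dsc2 of 12 tested genes and extracellular matrix receptor interaction Fras1, Sv2b and Frem2 of 10 (adjusted p = 0.141 for both, from Fisher's exact test with Benjamini-Hochberg adjustment). The calcium signaling pathway held 2 of 10, Tnnc2 and Casq1, the calcium-binding troponin and the calcium store protein of skeletal muscle (adjusted p = 0.806 from the same exact test), while 1 of the 10, Mst1, was higher at the same threshold (log2 fold change 2.51, standard error 0.647). Tnnc2 had 1143 ± 1804 FPKM in control and 2.21 ± 0.986 in asthma, and Casq1 109 ± 173 and 0.900 ± 0.157. Their highest values were in control replicate 2. In all, 0 pathways passed for the genes lower in this Fisher's exact test. With control replicate 3 as the only control, dilated cardiomyopathy held 10 of 60 genes and passed (exact test, adjusted p = 3.03e-05).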

Based on the FDR value, we selected the top-20 most significantly enriched signaling pathways (Fig. 4B).

**Fig. 4:**
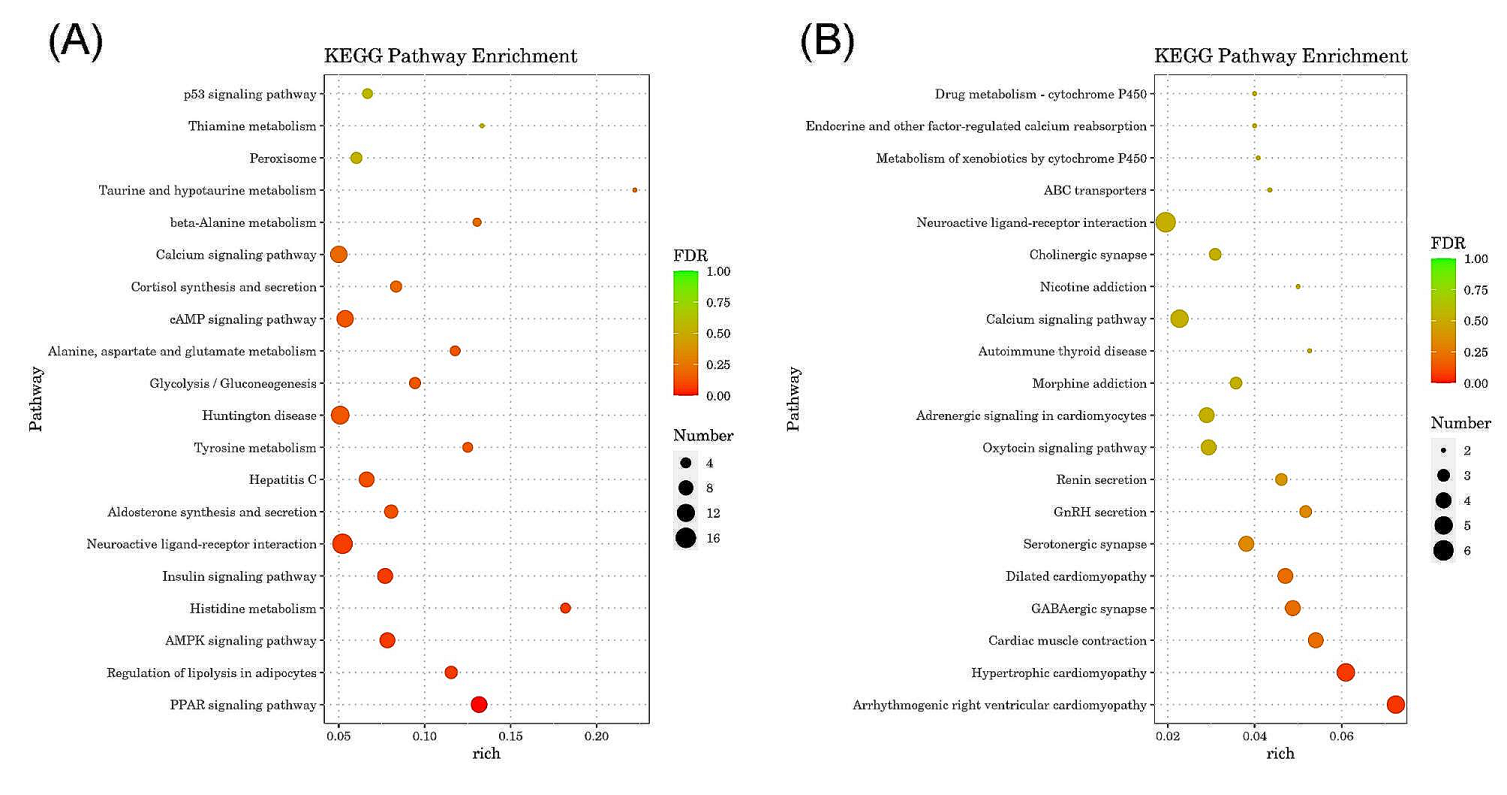
KEGG pathway enrichment analysis of DEGs between the control group compared to the model group

### PPI network

Genes with significant differential expression were used to construct a PPI network based on the STRING database. The PPI network had 154 nodes and 189 edges (Fig. 5), among which the higher ranked degree values were recombinant myosin light chain 1 (MYL1), radical S-adenosyl methionine domain-containing protein 2 (RSAD2), interferon regulatory factor 7 (IRF7), and peroxisome proliferative activated receptor G (PPARG).

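The 4 hub genes had log2 fold changes in both directions. Myl1, a myosin light chain of fast skeletal muscle, was at 1.05, 1257 and 72.9 FPKM in control replicates 1, 2 and 3 and at 1.22, 1.17 and 1.82 in the asthma libraries, so that control replicate 1 lay below every asthma library. Rsad2, an antiviral protein induced by interferon, had 2.29 ± 0.994 FPKM in control and 5.74 ± 1.78 in asthma. Irf7, a transcription factor of the interferon response, had 18.7 ± 11.4 and 42.8 ± 4.57 FPKM. In edgeR, the log2 fold change was -8.63 (standard error 2.54) for Myl1, 1.24 (standard error 0.375) for Rsad2, 1.14 (standard error 0.393) for Irf7 and 1.79 (standard error 0.283) for Pparg, with adjusted p = 0.439 for Pparg and 0.493 for the other 3 (Benjamini-Hochberg). All 36 tested genes of the interferon-stimulated list had a positive log2 fold change (median 0.74), among them Ifi27 (187 ± 42.1 FPKM in control and 416 ± 80.0 in asthma) and Lgals3bp (164 ± 78.6 and 429 ± 71.4). The list was higher by limma's camera (adjusted p = 6.24e-16, Benjamini-Hochberg; adjusted p = 0.636 with an estimated correlation). In edgeR 0 genes passed over all genes, 5 (Oas2, Oas1a, Ifit1, Ifi27 and Oasl2) rose when adjusted over the list alone and 19 had an unadjusted p of at most 0.05. The median difference of the list from the asthma mean (log2) was -0.36 in control replicate 1, -1.45 in control replicate 2 and -0.60 in control replicate 3. Its median log2 fold change was 0.50 without control replicate 2. The median difference from the asthma mean for the B cell and plasma cell list was -0.68, -2.59 and -0.50, and for the T cell list 0.43, -1.75 and -0.17, in control replicates 1, 2 and 3. Some members of the interferon-stimulated list had been seen in Fig. 5 and Table 3 before it was written, so its direction is not independent evidence.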

**Fig. 5:**
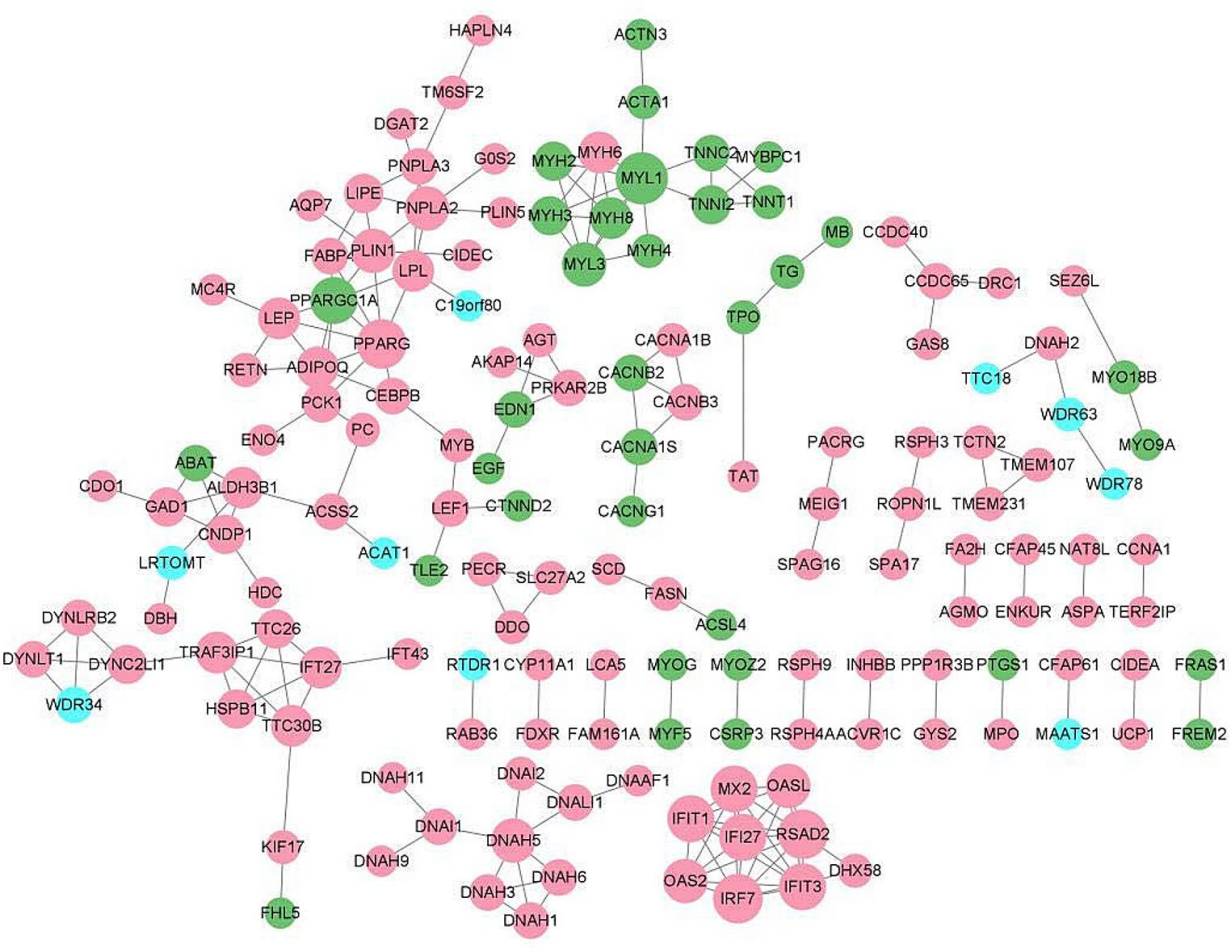
Protein–protein interaction (PPI) network of DEGs in control and model groups. Red nodes indicate gene with upregulated expression and green nodes indicate genes with downregulated expression. Blue nodes indicates genes with unchanged expression

The top-five DEGs with upregulated expression and downregulated expression are listed in Table 3. 

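The genes listed as higher differ in how far their libraries separate. Mx2, an interferon-induced antiviral GTPase, had 10.8 ± 5.89 FPKM in control and 29.6 ± 10.4 in asthma (log2 fold change 1.42, standard error 0.457). The identifier that Table 3 gives for IFIT1, ENSRNOG00000036603, belongs to Ifit1bl in the authors' gene table, with 1.21 ± 0.399 and 1.33 ± 0.486 FPKM and a log2 fold change of 0.06 (standard error 0.393). Ifit1 itself, ENSRNOG00000019050, had 1.10 ± 0.343 FPKM in control and 3.13 ± 0.447 in asthma (log2 fold change 1.39, standard error 0.290). Of the genes listed as lower, Ppargc1a, a coactivator of mitochondrial genes, had 2.71 ± 0.307 and 1.39 ± 0.146 FPKM, with every asthma library below every control library (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Myl3 and Myh8, a light and a heavy chain of striated muscle myosin, reached 1073 and 3614 FPKM in control replicate 2, while their values in control replicate 1 (0.141 and 0.422) lay below every asthma library (exact permutation test, p = 0.4 for each). Myh3, the embryonic myosin heavy chain, had 0.946 ± 0.799 FPKM in control and 0.0645 ± 0.0232 in asthma and was removed by the filter on low counts. In edgeR, 0 of the 9 tested identifiers passed after Benjamini-Hochberg adjustment over all genes, and 8 had an unadjusted p of at most 0.05. In DESeq2, Pparg, Myl1, Ppargc1a and Ifit1 itself passed. These genes were chosen by the study on the same libraries, so their direction is not independent evidence.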

We used the MCODE plugin in Cytoscape (https://cytoscape.org/) [27] to analyze the 12 modules obtained. Modules with a score > 5 and > 5 nodes were filtered and visualized according to ranking of the module score (Fig. 6). 

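The genes drawn in Fig. 6 fall into an interferon, a myosin and a ciliary transport group. All 8 interferon genes had a higher mean FPKM in asthma, with Oas2, a sensor of double-stranded RNA, at 1.21 ± 0.415 in control and 5.21 ± 1.36 in asthma (log2 fold change 2.03, standard error 0.322). All 5 genes of ciliary transport (Ttc26, Ift27, Traf3ip1, Hspb11 and Ttc30b) were higher as well, with Traf3ip1 at 23.3 ± 17.9 and 60.4 ± 16.0 FPKM. Of the 6 myosin genes, 5 had a lower mean in asthma, and Myh6, the heart alpha-myosin, a higher one (0.394 ± 0.354 and 1.16 ± 0.379 FPKM). Myh2, of fast muscle fibers, had 211 FPKM in control replicate 2, 71.9 in control replicate 3 and 0.206 in control replicate 1, against 0.289 ± 0.109 in asthma. Over the 3 groups, 14 of 19 genes had a higher and 5 a lower mean in asthma. In edgeR 0 passed after Benjamini-Hochberg adjustment, and 13 were higher and 4 lower at an unadjusted p of at most 0.05 with a fold change of at least 2, while Ifi27, Ifit1, Myh2, Myl1 and Oas2 passed in DESeq2. The genes were read from the drawing and chosen by the study on these libraries, so the count is not independent evidence.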

Most of DEGs belonging to the three modules had high expression in the asthma group.

**Table 3:** Top 5 up-regulated and down-regulated genes

Gene_id	Gene_name	p-value	Up/down	Degree
ENSRNOG00000007539	RSAD2	0.016825	up	8
ENSRNOG00000017414	IRF7	0.017256	up	8
ENSRNOG00000008839	PPARG	0.000188	up	8
ENSRNOG00000036603	IFIT1	1.000000	up	7
ENSRNOG00000001963	MX2	0.009853	up	7
ENSRNOG00000013262	MYL1	0.047501	down	9
ENSRNOG00000004473	PPARGC1A	0.019420	down	7
ENSRNOG00000020955	MYL3	0.039811	down	6
ENSRNOG00000068010	MYH8	0.033754	down	5
ENSRNOG00000046276	MYH3	0.027834	down	4

**Fig. 6:**
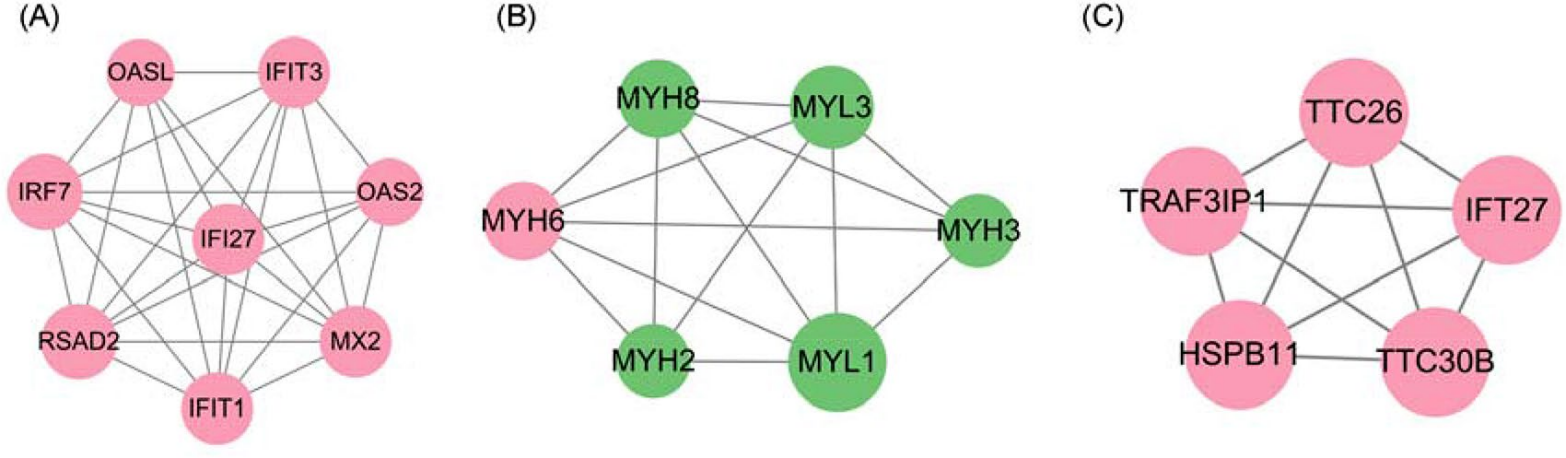
(**A**–**C**) PPI network of three key modules. Red nodes indicate genes with upregulated expression and green nodes indicate genes with downregulated expression

### RT-qPCR verification of DEGs

Differential expression of genes was detected by RT-qPCR (Fig. 7), Expression of Ang-II, PLA and CaM in the asthma group was increased significantly compared with that in the control group (p < 0.05). After intervention with YPD, expression of Ang-II, PLA and CaM in the YPD group was downregulated significantly compared with that in the asthma group (p < 0.05). These results suggested that YPD may inhibit the Ang-II/PLA/CaM signaling axis.

**Fig. 7:**
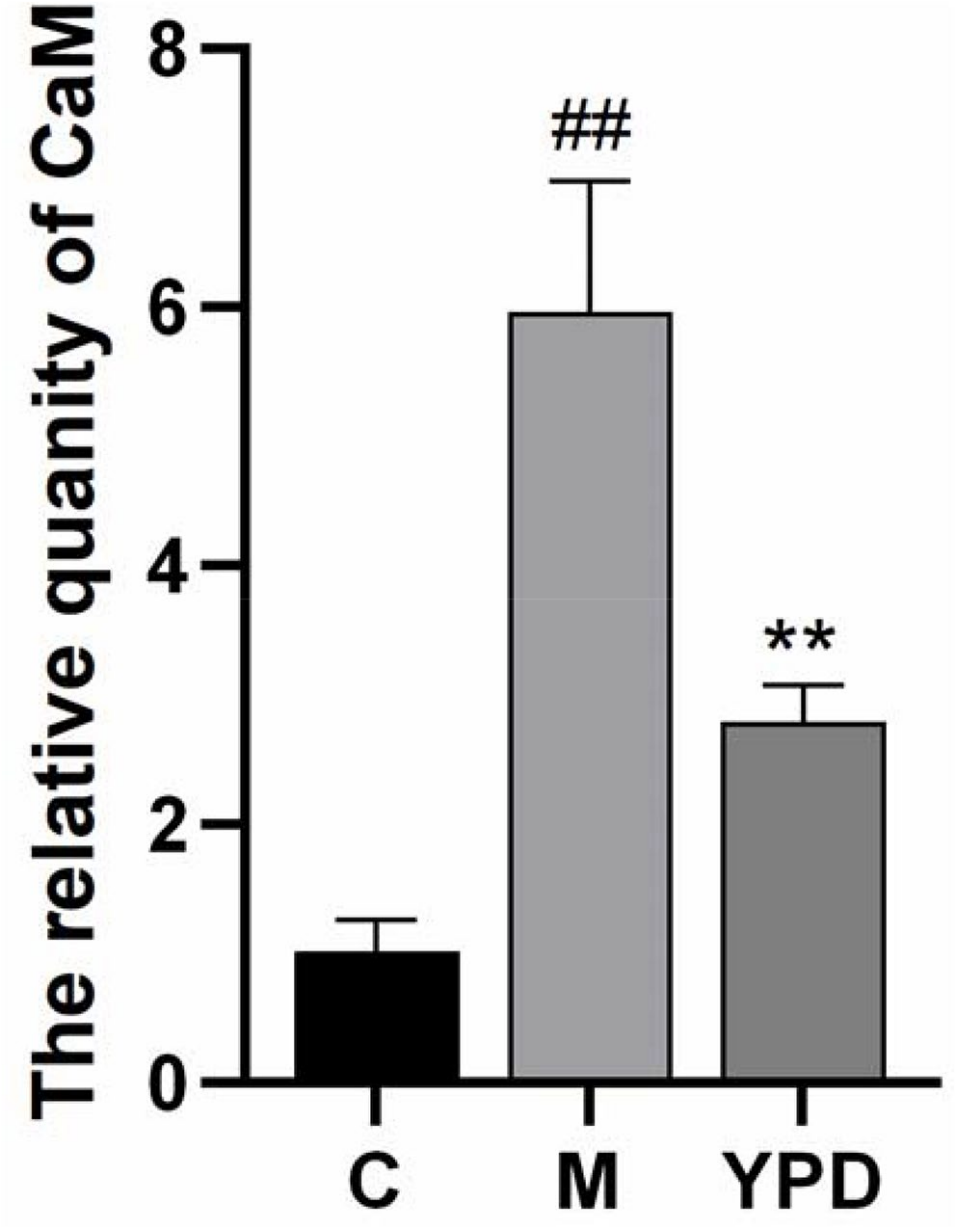
Effect of YPD on the Ang-II/PLA/CaM signaling axis detected by RT-qPCR. C: Control group; M: Model group; YPD: YPD group. P^##^ <0.01, P^**^ <0.01

### Effect of YPD on the intracellular concentration of Ca^2+^

A calcium detection kit based on use of methylthymol blue in microplates was used to measure the intracellular concentration of Ca^2+^. Compared with the control group, the Ca^2+^ concentration in the asthma group was increased significantly (p < 0.01) (Fig. 8). After YPD intervention, the Ca^2+^ concentration in the YPD group was downregulated significantly compared with that in the asthma group. These results suggested that YPD may reduce the intracellular Ca^2+^ concentration in rats suffering from asthma.

**Fig. 8:**
Effect of YPD on the Ca^2+^ concentration. C: Control group; M: Model group; YPD: YPD group. P^##^ <0.01, P^**^ <0.01

## Discussion

YPD have been shown to be effective in controlling asthma, including inhibiting excessive proliferation of bronchial cells and alleviating inflammation [17, 18]. However, due to the multiple-component nature of TCM formulations, how YPD controls asthma in rats is not known.

We explored how YPD protects against asthma using RNA-sequencing. RNA-sequencing in the asthma group and control group revealed 812 DEGs, of which 635 genes had upregulated expression and 177 genes had downregulated expression, compared with the control group. Analyses of functional enrichment (using the GO database), signaling-pathway enrichment (using the KEGG database), and PPI networks provided deeper understanding of the pathologic mechanisms of asthma. We hypothesized that YPD may control asthma pathogenesis by binding Ca^2+^, inorganic cation transmembrane transporter activity, and microtubule motor activity. We also observed some canonical signaling pathways (e.g., peroxisome proliferator-activated receptor, calcium, cyclic adenosine monophosphate).

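Genes of calcium transport went in both directions. Of 34 tested calcium channels, pumps and exchangers, 12 had a positive and 22 a negative log2 fold change (median -0.25). Itpr2, a receptor that releases calcium from stores, had 6.99 ± 1.21 FPKM in control and 10.3 ± 1.21 in asthma, and the channel subunit gene Cacnb1, also a part of the skeletal muscle calcium channel, had 9.61 ± 12.8 and 1.17 ± 0.141, with its highest value in control replicate 2. The list did not pass (adjusted p = 0.359 by limma's camera with Benjamini-Hochberg adjustment), 0 of its genes passed in edgeR over all genes and 0 adjusted over the list alone, and 6 had an unadjusted p of at most 0.05. The authors' table, which names at most 1 pathway per gene, places 5 tested genes in cAMP signaling. Of these, Hcar1 and Hcar2 encode receptors for lactate and for ketone bodies. Both were higher in edgeR at an unadjusted p of at most 0.05 with a fold change of at least 2. Their log2 fold changes were 1.29 and 1.19 (standard errors 0.267 and 0.385, adjusted p = 0.493 for both in edgeR). These 5 genes are only a part of the pathway and cannot test it as a whole.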

Asthma is induced by inflammation, remodeling, and hyperresponsiveness of the airways [21, 22]. Airway hyperreactivity includes intense constriction of the airways and airway spasm. Airway smooth muscle (ASM) cells are the main cell type that cause bronchial hyperresponsiveness [23], so they are also considered to be a target to combat bronchiectasis. In normal airways, ASM cells contract to regulate the airway diameter and bronchial motor tension. In asthma, there is a complex relationship between ASM cells and inflammatory cells (e.g., mast cells, T lymphocytes). Airway contraction is caused mainly by ASM contraction. There are many reasons for ASM contraction, but recent studies have shown that ASM contraction may be related to an increased level of Ca^2+^ [24, 25].

The current strategy to control an acute attack of asthma is to relax ASM and dilate the bronchus [26]. Ca^2+^ regulation is crucial to the contraction and relaxation of ASM [27]. If the Ca^2+^ concentration in ASM cells increases, Ca^2+^ binds to calmodulin and activates myosin light chain kinase (MLCK), resulting in MLC phosphorylation [28]. Phosphorylation of MLC increases the activity of myosin adenosine triphosphate (ATP)ase, which hydrolyzes ATP to release energy [29]. Actin-myosin is induced to transbridge circulation, resulting in shortened ASM. Therefore, regulation of the Ca^2+^ concentration in ASM cells is essential for controlling asthma symptoms. The intracellular Ca^2+^ concentration is regulated by calcium channels [30], ryanodine receptors [31], calcium pumps [32], and Na^+^/Ca^2+^ transporters [33], which can mediate the transmembrane flow of Ca^2+^. Ca^2+^-channel transport is one of the main ways in which Ca^2+^ enters cells. Ca^2^ channels in cell membranes can be divided into five categories (voltage-operated, voltage-dependent, receptor-operated, second messenger-operated, and mechanically operated). Among them, voltage-dependent Ca^2^ channels are the most important because they are ubiquitous in various tissues in the body, and are the main pathway of Ca^2+^ influx [34]. If a cell is depolarized, voltage-operated Ca^2+^ channels transfer Ca^2+^ from outside to inside the cell. Studies have shown that 20-hydroxyeicosatetraenoic acid (20-HETE) can cause the depolarization of vascular smooth muscle cells [35]. 20-HETE is an important metabolite in the cytochrome P450 metabolic pathway of arachidonic acid. The latter is stored in the cell membrane and released into the cytoplasm through regulation of phospholipase A [36]. Angiotensin can increase the PLA level through a series of reactions. Therefore, the angiotensin-2 signaling axis may have an important regulatory role in ASM contraction (Fig. 9, by Figdraw).

**Fig. 9:**
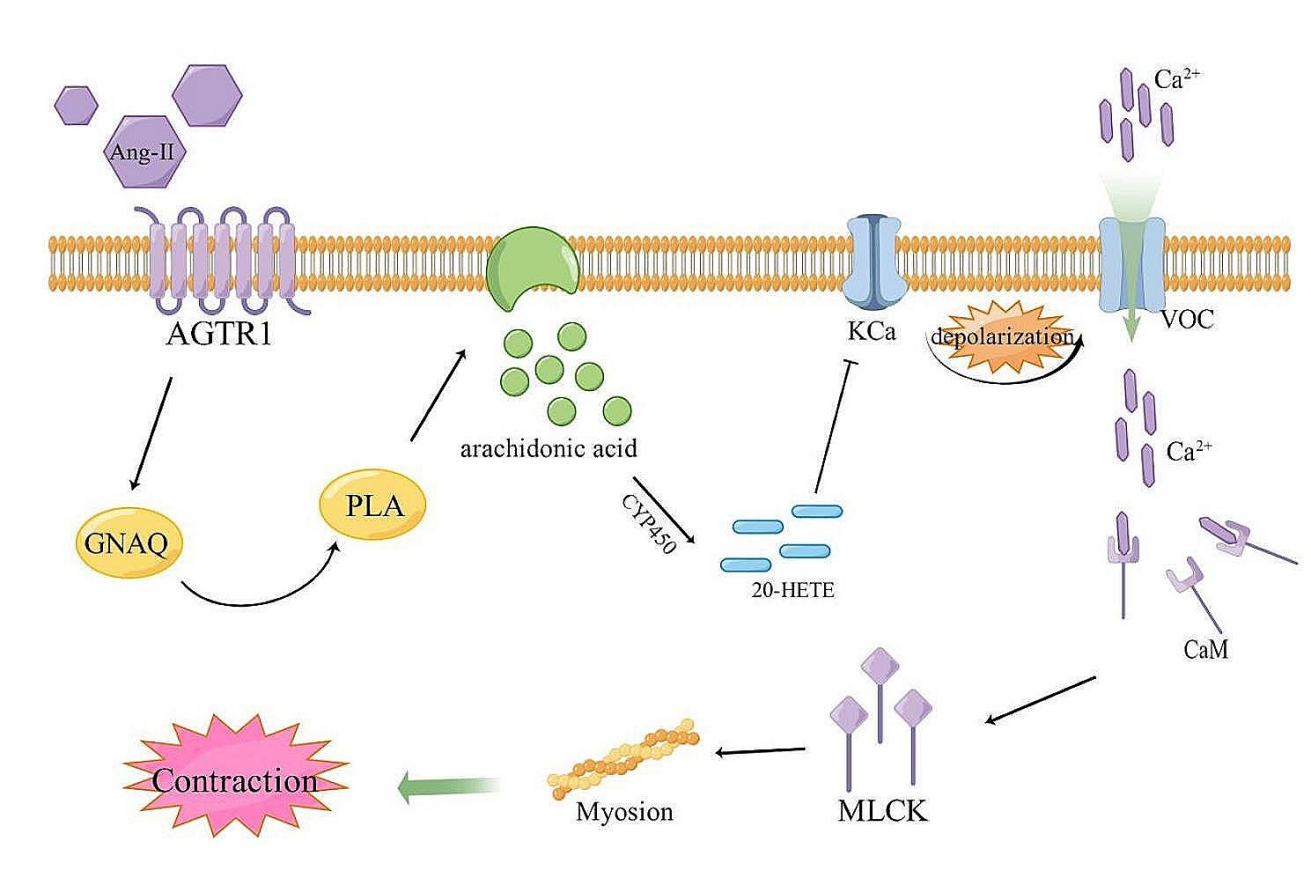
Ang-II/PLA/CaM signaling axis in vitro

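The most abundant smooth muscle genes, Tagln and Acta2, differed between the groups by less than the spread of the libraries. Tagln and Acta2, an actin-binding protein and the actin of smooth muscle, had 394 ± 153 and 370 ± 138 FPKM in control and 344 ± 96.7 and 321 ± 108 in asthma. Des and Tpm2, which skeletal muscle also expresses, had 352 ± 452 and 349 ± 476 FPKM in control and 61.9 ± 23.2 and 56.7 ± 9.91 in asthma. The authors' table places 10 tested genes in vascular smooth muscle contraction. At an unadjusted p of at most 0.05 with a fold change of at least 2 in edgeR, 0 were higher and 1, the calcitonin gene Calca, was lower. After adjustment 0 passed. That table names at most 1 pathway per gene, and these 10 include no angiotensinogen, calmodulin or phospholipase A2 gene. They therefore cannot test the paper's count for this pathway. Calca was one of the genes found almost wholly in control replicate 1. Actg2 (202 ± 106 and 118 ± 49.3 FPKM) and Calcrl (10.6 ± 3.00 and 6.67 ± 1.37) of the same pathway had log2 fold changes of -0.93 and -0.80 (standard errors 0.583 and 0.314). Of 25 tested genes of the angiotensin and calmodulin list, 10 had a positive and 15 a negative log2 fold change (median -0.27, adjusted p = 0.826 by limma's camera with Benjamini-Hochberg adjustment). Over all genes, 0 of them passed in edgeR, 2 (Agt and Calml4, a calmodulin-like gene) rose when adjusted over the list alone, and 7 had an unadjusted p of at most 0.05. The phospholipase A2 list did not pass either (median log2 fold change -0.35, adjusted p = 0.994 by limma's camera), and its median was 0.40 without control replicate 2.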

Analysis of signaling-pathway enrichment revealed five DEGs to be enriched with regard to contraction of vascular smooth muscle, among which expression of Ang-II, PLA and CaM was increased in the asthma group, and YPD could reverse this increase. Functional-enrichment analysis showed that YPD-based control of asthma pathogenesis may be related to Ca^2+^ binding and inorganic cation transmembrane transporter activity. Therefore, we measured expression of the Ang-II/PLA/CaM signaling axis in asthma and YPD treatment to ascertain if ASM is related to Ca^2+^ (the Ca^2+^ level in the all three groups was measured simultaneously). The Ang-II/PLA/CaM signaling axis was activated in the asthma group and the Ca^2+^ level increased; YPD could inhibit the Ang-II/PLA/CaM signaling axis and reduce the Ca^2+^ concentration.

## Conclusions

We used deep RNA-sequencing to reveal that YPD could reduce the Ca^2+^ concentration by the Ang-II/PLA/CaM signaling axis in vitro. Our study provides insights into the potential applicability of YPD in asthma therapy.

## Data Availability

The datasets used and/or analysed during the current study areavailable from the GEO database ((http://www.ncbi.nlm.nih.gov/geo) [Accession number: GSE247032 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE247032)]. The original data are available from the corresponding author upon reasonable request.

## Abbreviations

YPD: Yanghe Pingchuan decoction
DEGs: differentially expressed genes
TCM: Traditional Chinese medicine
FDR: false discovery rate
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
PPI: protein–protein interaction
RT-qPCR: Real-time reverse transcription-quantitative polymerase chain reaction
ASM: Airway smooth muscle

How the deposited data were processed for this re-analysis (not part of the article)

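RNA of lung samples from 3 rats of the control group and 3 rats of the asthma group was compared, 1 library per rat and 6 libraries in all. The paper describes 10 rats per group and does not say in its text how the sequenced rats were chosen. The group given the decoction, the histology, the RT-qPCR and the calcium measurements are not analysed here.

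According to the paper, the authors filtered the reads after FastQC, mapped them with Hisat, and counted the reads on each Ensembl gene. The read counts, whole numbers per gene and library for 23096 genes, were used as deposited. The authors also computed the FPKM of every gene and library as deposited, on the linear scale and with no pseudocount, and these values are given as levels. The same table holds GO terms for 20731 genes and at most 1 KEGG pathway for each of 6708 genes, also given by the authors. No gene was renamed, and 3110 genes are known by an Ensembl identifier only. The control libraries held 14053510 to 20084462 counts (median 16235135) and the asthma libraries 14272193 to 16071983 (median 14545227). The paper names a SureSelect kit for the libraries, while the sample labels name selection of poly(A) RNA.

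Counts were tested in edgeR 4.0.16 (R 4.3.3) after the filter of filterByExpr, which kept 15144 genes, and TMM normalization, with the quasi-likelihood test and Benjamini-Hochberg adjustment. The common dispersion was 0.167. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The paper's methods give these limits, and its section on statistics gives an unadjusted p of at most 0.05 with an absolute log fold change of at least 2, so that counts at unadjusted p are given as well. The 39 gene lists were compared with all other tested genes by camera in limma 3.58.1, where a list needed at least 5 tested genes, and by fry, which asks whether the genes of a list move 1 way on balance. GO and KEGG terms of 10 to 500 tested genes were tested by the one-sided Fisher's exact test against the tested genes with a term. Distances and principal components used the 500 genes of highest variance on log2 counts with a prior count of 2. A gene stood apart in a library when it was above 10 FPKM there and at least 10 times as high as in every other library.

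Genes were named by a rule set before the data were examined. They are every gene that the paper names, the 10 genes per direction that pass, filled up by the smallest unadjusted p where fewer pass and all asthma libraries lie on the same side of all control libraries, and the 4 most abundant tested genes of each list that passes. The values in the paper's tables had been seen when the lists were written.

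The alternatives were limma on log2(FPKM + 1), on log2(FPKM + 0.1), on log2(FPKM + 0.01) and on quantile-normalized values, DESeq2 1.42.0, DESeq2 size factors, no filter, a mean FPKM of at least 5, library weights, group weights, a robust spread, the replicate number as a block, and leaving out each library in turn. Added after the data were seen were a fit without control replicates 1 and 2, DESeq2 with no filter, edgeR's exact test with no filter and the same with a common dispersion. The fit without control replicates 1 and 2 assumes that the lone control library varies like the asthma libraries. Tables were prepared with pandas 2.3.3 and plots with matplotlib 3.10.9.

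The steps were tested on simulated data with the library sizes and the dispersion of these libraries. Of 50 genes changed 2 times, edgeR recovered 3, of 50 changed 4 times 26, of 50 changed 8 times 41 and of 50 changed 16 times 48, with 5 false calls. DESeq2 recovered 8, 42, 48 and 50 with 59 false calls. Of 39 simulated lists, camera called the 1 list that was raised and 1 that was not. The simulated genes were drawn independently, whereas the estimated correlation between genes was 0.92 for motile cilium and 0.25 for adipocyte. The simulation therefore does not give camera's rate of false calls on the real lists.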

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

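The tests on muscle, fat cell and cilium genes, the counts of splits at the adjusted threshold and the weighing of every control library by itself were chosen after the results were seen. The counts of splits at unadjusted p and over the lists were chosen before theirs were seen.

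Over all genes, 30 stood apart in control replicate 1 and 186 in control replicate 2, above their level in every other library, and Myl1, Myl3 and Myh8, which the paper names, are among the 186. In control replicate 1 they include 7 of 13 thyroid follicle genes and 4 of 7 genes of parathyroid and calcitonin cells (Pth, Casr, Chga and Calca). In control replicate 2 they include 32 of 40 skeletal muscle genes, 6 of 24 cardiac muscle genes and 6 of 15 genes of basal and squamous epithelium, with Krt13 at 2602 FPKM and Krt4 at 2590 FPKM. The thyroid list (median log2 fold change -3.27, adjusted p = 0.000784 by limma's camera) and the parathyroid list (median -6.70, adjusted p = 0.00747) were lower in asthma, and both calls were lost with an estimated correlation (adjusted p = 0.636 for each). Without control replicate 1 the medians were -0.61 and -0.22, and the call for the parathyroid list was lost (adjusted p = 0.342).

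The lower level of skeletal muscle genes in asthma follows 2 of the 3 control libraries. In control replicate 1 the median difference of the list from the asthma mean was -0.348 on the log2 scale (standard error 0.161), so that 1 control library had no more of these transcripts than the asthma libraries. A candidate explanation is skeletal muscle tissue in the pieces taken from control replicates 2 and 3. By mean level, the most abundant genes of the skeletal muscle list were Acta1, Myh8, Tnnc2 and Ckm. A lower expression of contractile genes in every kind of muscle stays open, since the smooth muscle list had a median of -0.92 (standard error 0.365) but lost its call without control replicate 2. The median differences of the smooth muscle list from the asthma mean were -0.54, 1.63 and 0.72 in control replicates 1, 2 and 3. It was thus higher than in asthma only in the control libraries with skeletal muscle transcripts. Of the 33 tested skeletal muscle genes, 0 are in another list, 3 are named by the paper (Myl1, Myh2 and Myh8) and 13 were above 1 FPKM in every library.

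The adipocyte list, outside the genes that the paper discusses apart from Pparg, was higher in asthma with a median log2 fold change of 2.04, and each control library lay below the asthma mean (median differences of -1.81, -1.89 and -2.50). More adipose tissue in the pieces taken from the asthma rats stays open, since the share of its own 31 tested members with a log2 fold change of at least 1 (83.9%) repeats the pattern and cannot support it. Its most abundant genes were Fabp4, Thrsp, Pnpla2 and Cfd, and 26 of the 31 were above 1 FPKM in every library, 12 are in another list and 1, Pparg, is named by the paper. Raised PPAR targets in cells other than adipocytes cannot be told apart from no change, since the PPAR signaling genes outside the adipocyte lists had a median of 0.0317 (standard error 0.127), with 24 of 42 higher. A change of fat cells in the asthma model itself was not tested and stays open.

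Motile cilium genes were higher in asthma, and most of the difference came from control replicates 1 and 2. In control replicate 3 the median difference of the list from the asthma mean was -0.443 (standard error 0.0388), against -2.63 and -1.94 in control replicates 1 and 2. Fewer ciliated cells in the pieces of control replicates 1 and 2 may therefore explain most of it, and the part seen in control replicate 3 stays open, as does a change of ciliated cells in the asthma model, which was not tested. More airway surface epithelium of every type in the asthma pieces cannot be told apart from no change, since the goblet and secretory cell genes went both ways, 8 higher and 8 lower (median -0.00428, standard error 0.267), with median differences from the asthma mean of -0.17, -1.92 and 0.65 in control replicates 1, 2 and 3. Of the 64 tested cilium genes, 61 were above 1 FPKM in every library, 0 are in another list and 0 are named by the paper, and its most abundant genes were Tppp3, Cfap126, Spa17 and Rsph1.

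The lists of 4 other cell types or tissues were also higher in asthma by limma's camera, and all of their calls were lost with an estimated correlation. The B cell and plasma cell list had a median log2 fold change of 1.10 (19 of 21 genes higher, adjusted p = 4.76e-06), which fell to 0.70 without control replicate 2 (adjusted p = 0.0138), with 0 genes passing adjusted over the list alone in edgeR and Cxcr5 and Tnfrsf13c at an unadjusted p of at most 0.05. The cartilage list had a median of 1.51 (17 of 17 higher, adjusted p = 0.00733), which fell to 0.50 without asthma replicate 3 (adjusted p = 0.831) and to 1.20 without control replicate 1 (adjusted p = 0.0777). Its mean of log2(FPKM + 1) in asthma replicate 2 was 2.97, below control replicates 1, 2 and 3 at 3.57, 3.93 and 4.80. The nerve and Schwann cell list had a median of 0.67 (13 of 18 higher, adjusted p = 0.00733), not called without control replicate 3 (0.71, adjusted p = 0.101). The liver list had a median of 0.59 (3 of 5 higher, adjusted p = 0.0346), not called without control replicate 2 (0.26), control replicate 3 (1.12) or asthma replicate 2 (0.53), with adjusted p = 0.526, 0.0564 and 0.0754.

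The 6 libraries can be split into 3 and 3 in 10 ways, which is too few for a share under 0.05. At the adjusted threshold, the real split gave 1 gene higher and 0 lower and the highest other gave 0, with 1 and 10 splits as large. At unadjusted p the real split gave 541 higher and 313 lower and the highest other 374, with 1 and 2 splits as large. Of the 39 lists, the real split gave 10 higher and 4 lower and the highest other 13, with 7 and 10 splits as large.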

How the results depend on the processing

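The fits without control replicates 1 and 2, DESeq2 with no filter, both exact tests and all counts at unadjusted p under a setting other than the one reported were chosen after the data were seen. The other settings were set before the data were examined.

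In edgeR 1 gene was higher and 0 lower at the adjusted threshold, with 541 and 313 at unadjusted p. The counts were 0 and 0 with limma on log2(FPKM + 1), (FPKM + 0.1), (FPKM + 0.01) and quantile-normalized values, and with library and group weights. They were 101 and 127 with DESeq2, 105 and 160 with DESeq2 and no filter, 64 and 44 with the exact test, 193 and 727 with the exact test and a common dispersion, and 2 and 43 without control replicates 1 and 2. With the replicate block, which pairs libraries by number, they were 0 and 0, and 538 and 91 at unadjusted p. With |log2 fold change| of at least 2 at unadjusted p they were 82 and 213, and with a ratio of mean FPKM 591 and 291. Leaving out 1 library gave 0 higher and 0 to 1 lower (Prom2, without control replicate 3). Fewer libraries were then tested, and the cause of the other changes was not tested.

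At unadjusted p, genes higher numbered 250 with a mean FPKM of at least 5, 951 with the exact test and a common dispersion and 219 without control replicates 1 and 2. Genes lower numbered 33, 89, 96 and 40 in the 4 limma fits, 472 with DESeq2, 528 with no filter, 202 with a mean FPKM of at least 5, 181 and 123 with library and group weights, 609 with DESeq2 and no filter, and 711 and 1241 with the exact tests. Leaving out 1 library gave 278 (without asthma replicate 1) to 1146 (without control replicate 3) higher and 103 (without asthma replicate 1) to 671 (without control replicate 3) lower.

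The log2 fold change of Cidec ran from 2.20 to 2.54 over 22 settings, and its adjusted p from 7.97e-39 with DESeq2 to 0.576 without asthma replicate 2. The distance ratio of 1.18 ran from 0.958 without asthma replicate 1 to 1.66 without control replicate 1, and was 0.978 without asthma replicate 2. Leaving out an asthma library gives the wider control pairs more weight in the pooled within-group mean, and leaving out a control library gives them less. GO and KEGG terms numbered 0 and 0 at the adjusted threshold and 48 and 57 for genes at unadjusted p, 58 and 67 against all genes with a term, and 28 and 67 without control replicates 1 and 2. Genes standing apart in control replicate 1 numbered 47 at 5 times and 68 at a minimum of 1 FPKM, and in control replicate 2 280 at 5 times and 80 at 20 times.

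With an estimated correlation and with fry, 0 lists were higher and 0 lower. The medians stay the same by construction: 1.38 for motile cilium (adjusted p = 0.636 with an estimated correlation, 0.274 with fry), -7.34 for skeletal muscle (0.636 and 0.605), 2.04 for adipocyte (0.274 and 0.0749), 0.17 for PPAR signaling (0.636 and 0.274) and 0.74 for interferon-stimulated genes (0.636 and 0.274). Leaving out 1 library, the medians ran from 1.02 to 2.25, -8.50 to -3.59, 1.76 to 2.15, 0.00765 to 0.41 and 0.50 to 1.01, all called except PPAR signaling without control replicate 3 (0.00765, adjusted p = 0.159). Without control replicates 1 and 2 the median of PPAR signaling was 0.45. Lists higher numbered 8 to 13 and lower 4 to 7 (7 without control replicate 3). The angiotensin, phospholipase and calmodulin genes kept a count of 0 and the 19 module genes kept 14 higher in these fits. Over single genes, 1205 values stayed on their side of the threshold, 100 gained and 13 lost a call and 22 moved, and over the other list values 436, 29, 35 and 6. At this depth, a change of 2 times is recovered for 3 of 50 simulated genes in edgeR.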

Differences from the paper's values

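The settings that bring a count near the paper's only at unadjusted p, and both exact tests, were chosen after the values were seen.

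The paper reports 635 genes higher, 177 lower and 812 in all. It gives different limits in its methods and in its section on statistics, and does not say which gave these counts. At the limits of the methods, edgeR gave 1, 0 and 1 here, with fitted fold changes where the paper took them from the FPKM. Of the alternatives set before the data were examined, those within 1.5 times of the paper's 635 are an unadjusted p with a fold change of at least 2 (541) and a ratio of mean FPKM with an unadjusted p (591). For the 177 they are DESeq2 (127) and an unadjusted p with an absolute log2 fold change of at least 2 (213), and for the 812 an unadjusted p with a fold change of at least 2 (854) and a ratio of mean FPKM with an unadjusted p (882). The other alternatives are not. Near both 635 and 177, chosen after the values were seen, are 760 and 181 with library weights, 747 and 123 with group weights and 484 and 203 without asthma replicate 3, all at unadjusted p. Of the 10 genes of the paper's Table 3, library weights and group weights each drop 5 (IFIT1, MYL1, MYL3, MYH8 and MYH3), leaving out asthma replicate 3 drops 4 (IRF7, IFIT1, MYL3 and MYH8), and edgeR at unadjusted p drops 2 (IFIT1 and MYH3).

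For unadjusted p-values from edgeR, whose tool the paper also names, the paper gives 0.017256 for IRF7 (0.0265 here), 0.000188 for PPARG (0.000634 here), 0.009853 for MX2 (0.0200 here), 0.047501 for MYL1 (0.0137 here), 0.019420 for PPARGC1A (0.00380 here), 0.039811 for MYL3 (0.0186 here) and 0.033754 for MYH8 (0.0174 here). Alternatives set before the data were examined that lie within 1.5 times of the paper's value are, for IRF7, limma with each of the 3 pseudocounts, DESeq2, no filter and the replicate block. For MX2 they are library weights and leaving out control replicate 1, and for MYL1 limma with a pseudocount of 0.1 or 0.01 and leaving out asthma replicate 1, 2 or 3. For PPARGC1A they are the replicate block and leaving out control replicate 1, asthma replicate 1 or asthma replicate 2. For MYL3 they are leaving out control replicate 2 or asthma replicate 3, for MYH8 leaving out control replicate 2, and for PPARG there is none. The other alternatives set before the data were examined are not within 1.5 times. MYH3 of the paper's Table 3 was removed by the filter here. For the identifier given for IFIT1 the same table prints 1.000000, and edgeR gave 0.892.

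For KEGG, the paper's adjusted p is 0.002001573 for PPAR signaling, 0.069244813 for AMPK signaling and for insulin signaling, 0.074370072 for neuroactive ligand-receptor interaction, 0.120696471 for hepatitis C, 0.139915558 for Huntington disease, 0.21866133 for GABAergic synapse and for dilated cardiomyopathy and 0.525036286 for oxytocin signaling. Fisher's exact test on the genes at unadjusted p gave 1 for each of them. For arrhythmogenic right ventricular cardiomyopathy the paper gives 0.057189133 and the same exact test 0.141. The alternative set before the data were examined, with all genes with a term as background, is not within 1.5 times for any of them. The annotation used here, from the authors' table, gives at most 1 pathway per gene. It leaves Pparg, Fabp4, Adipoq and Plin1 out of PPAR signaling. The value for that pathway therefore cannot test the paper's. In the fit without control replicates 1 and 2, chosen after the values were seen, dilated cardiomyopathy passed the same exact test on the lower genes with an adjusted p of 3.03e-05.

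The paper counts MYL1, PPARG, PPARGC1A, MYL3 and MYH8 and the other genes of Table 3 as passing, and 0 of them passed in edgeR here after adjustment, while their directions matched, with a log2 fold change of 0.06 for the identifier given for IFIT1. Of the genes that the paper names, and Agt, to which Ang-II can refer, DESeq2 called Agt, Ifi27, Ifit1, Myh2, Myl1, Oas2, Pparg and Ppargc1a. Settings chosen after the values were seen called Myh2, Myh8, Myl1 and Myl3 (without control replicates 1 and 2), those of DESeq2 and Myh3 (DESeq2 with no filter), Agt, Myh2, Myl1, Oas2 and Pparg (exact test) and Agt, Myh2, Myh3, Myh8, Myl1, Myl3, Oas2 and Pparg (exact test with a common dispersion). The paper states that PLA was higher in asthma, and of 17 phospholipase A2 genes 7 were higher and 10 lower here. At an unadjusted p of at most 0.05 in edgeR, 4 were higher (Plaat3, Pla2g6, Pla2g2d and Pla2g15) and 0 lower, with 0 after adjustment. The median log2 fold change of the list, -0.35, turned to 0.40 without control replicate 2. The paper states of Ang-II too that it was higher, and its gene is not resolved here: Agt was higher (log2 fold change 1.99) and Angpt2 lower (-0.62). The paper names several functions as the most enriched that did not pass here, such as microtubule motor activity and tubulin binding. Cilium, axoneme and muscle contraction did pass. Terms here are those given directly to each gene, without parent terms, so the gene sets can differ from the paper's. Others that the paper names, such as ciliary plasm, muscle system process and telethonin binding, held too few genes to be tested.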

Other observations

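Genes of type 2 inflammation did not pass as a list (25 tested of 37 genes, 12 higher and 13 lower, adjusted p = 0.725 by limma's camera). The filter on low counts removed Il4, Il5, Il9 and Il13, so the test does not cover them. Ccl11, the eosinophil attractant eotaxin, had 1.03 ± 0.186 FPKM in control and 2.21 ± 0.775 in asthma and an adjusted p of 0.493 in edgeR. The 6 tested of 13 eosinophil genes (2 higher, 4 lower, adjusted p = 0.826 by limma's camera), without Prg2, Ear1 and Rnase2, did not pass either. Nor did the 37 genes of collagen and airway remodeling (20 higher, 17 lower, adjusted p = 0.489 by limma's camera). In edgeR 0 of the genes of these 3 lists passed over all genes or adjusted over the list alone, and 1, Ccl11, had an unadjusted p of at most 0.05.

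Sftpc, the surfactant protein gene of alveolar type 2 cells, was at 0.154 to 0.694 FPKM in the 6 libraries, and Sftpb is listed at 0 in all of them, while Sftpd, another surfactant protein gene, had 92.5 ± 85.4 FPKM in control and 117 ± 33.2 in asthma. Col2a1, of the cartilage list, had 51.3 ± 26.1 FPKM in control and 349 ± 368 in asthma. Which part of the lung or airway the pieces came from is not resolved here. The alveolar type 1 list (median log2 fold change -0.35, adjusted p = 0.157 by limma's camera) and the alveolar type 2 list (median 0.08, adjusted p = 0.491 by limma's camera) did not pass.

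Of the genes of the goblet and secretory cell list, Bpifa1, an airway secretory protein, was at 236 FPKM in control replicate 2, 5606 in control replicate 1 and 11023 in control replicate 3, and at 5671 ± 1319 in the asthma group.

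The replicate numbers do not pair the rats of the groups. The deviations of control and asthma libraries of the same number from their group means had correlations across genes of 0.0463, -0.136 and -0.128 for numbers 1, 2 and 3, and genes are not independent replicates.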
